# Epididymal epithelial degeneration and lipid metabolism impairment account for male infertility in occludin knockout mice

**DOI:** 10.3389/fendo.2022.1069319

**Published:** 2022-11-28

**Authors:** Bao Ying Liu, Bao Li Zhang, Da Yuan Gao, Qing Li, Xin Yu Xu, Winnie Shum

**Keywords:** occludin, arachidonic acid, V-ATPase, lipid metabolism, luminal acidification, epididymis

## Abstract

Occludin (OCLN) is a tight junction protein and Ocln deletion mutation causes male infertility in mice. However, the role of OCLN in male reproductive system remains unknown. In this study, we used an interdisciplinary approach to elucidate the underlying mechanism of male infertility in related to OCLN function, including *Ocln* knockout mice as well as a combined omics analysis and immunofluorescent labelling. Our results showed that the epididymis of *Ocln*-null mice displayed a phenomenon resembling epididymal sperm granuloma, which occurred especially in the junctional region between caput and corpus epididymidis. Sperm motility and fertilisation capacity were also impaired in these *Ocln*-null mice, accompanied by enlarged tubules in the proximal regions and degeneration in the distal regions of epididymis. Cellular localization analysis showed that OCLN immunofluorescence was enriched only in the apical junction of epithelial principal cells in the proximal regions of epididymis. Integrative omics analysis revealed the downregulation of gene clusters enriched in acid secretion and fatty acid metabolism in the *Ocln*-null epididymis, especially the enzymes related to the unsaturated arachidonic acid pathway. The number of proton-pump V-ATPase-expression clear cells, a key player of luminal acidification in the epididymis, declined drastically from prepubertal age before sperm arrival but not in the early postnatal age. This was accompanied by programmed cell death of clear cells and increased pH in the epididymal fluid of OCLN-deficient mice. The lipidomics results showed significantly increased levels of specific DAGs conjugated to unsaturated fatty acids in the Ocln-mutant. Immunofluorescent labelling showed that the arachidonic acid converting enzyme PTGDS and phospholipase PLA2g12a were prominently altered in the principal cells and luminal contents of the *Ocln*-mutant epididymis. Whereas the carboxylate ester lipase CES1, originally enriched in the WT basal cells, was found upregulated in the *Ocln*-mutant principal cells. Overall, this study demonstrates that OCLN is essential for maintaining caput-to-corpus epithelial integrity, survival of acid-secreting clear cells, and unsaturated fatty acid catabolism in the mouse epididymis, thereby ensuring sperm maturation and male fertility.

## Introduction

The epididymis is a post-testicular male reproductive organ to provide a region-specific and optimal luminal microenvironment for sperm maturation and storage before sperm transport to the vas deferens for ejaculation (1–3). Such epididymal microenvironment is maintained by the epithelium lining the long and highly convoluted epididymal duct, which consists of several epithelial subtypes, including basal, clear and principal epithelial cells (4–8). Although sperm acquire a degree of motility during epididymal transit, they remain quiescent in the epididymis, which is believed to be achieved by the slightly acidic (pH 5.5-6.8) (5, 9) luminal environment built by epididymal epithelial cells. It is known that bicarbonate ( ${\text{HCO}}_{3}^{-}$ )-rich alkaline environment, such as in the uterine cavity fluid, triggers the sperm to undergo hyperactivation and final stage of capacitation (10–13), and premature activation can be resulted (14). Thus, such ${\text{HCO}}_{3}^{-}$ rich alkaline environment is detrimental to sperm storage in the epididymis. This is also evident by that impaired luminal acidification or increased bicarbonate is known to contribute to male infertility (1, 7, 8, 15, 16). In addition, the viability of the numerous sperm cells in the lumen is also supported by the reciprocal exchanges of nutrients and metabolic materials, such as membrane-containing debris, lipids and proteins (1, 4–8, 17). Moreover, lipid homeostasis is particularly essential for sperm maturation and defects of lipid metabolism are associated with sperm impairment, male infertility, and metabolic syndromes (17–22). All these physiological processes are maintained by the intriguing intercellular communication network between sperm cells and epididymal epithelium.

Occludin (OCLN) is an epithelial tight junction protein and *Ocln* knockout (*Ocln-*KO) male mice are infertile (23); however, its physiological role and the mechanism underlying male infertility have not been known. The present study investigated the role of OCLN in sperm maturation in epididymis by determining its role in luminal microenvironment homeostatic regulation. The dysfunction of epididymis in the *Ocln-*KO infertile male mice was first confirmed. Attempts were then made to correlate the epididymal function with the differential expression genes (DEGs) in the transcriptomes and proteomes of *Ocln-*KO compared to WT mice. The cellular expression of the significantly downregulated DEGs, including proton-pump V-ATPase and fatty acid catabolic enzymes PTGDs and CES1, were found to be altered in specific epithelial cell types. Overall, our study demonstrated the important role of OCLN in acid-base balance and metabolism in the epididymis.

## Materials and methods

### Animals

*Ocln*-KO and B1-V-ATPase-EGFP mice were provided by Prof. Eveline E. Schneeberger and Prof. Sylvie Breton from MGH/Harvard Medical School. The background of these mice has been published previously (23, 24). All animals were housed in a standard specific pathogen-free animal house. Since male *Ocln*-KO mice are sterile, these mice were produced from heterozygous pairings; otherwise, mice were bred with wild-type (WT) mice (C57BL/6) for maintenance. All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of ShanghaiTech University.

### Fertility test

WT and *Ocln*-KO male mice aged 6, 9, 12, 20, 40 and 60 weeks were mated with two female wild-type mice. At least three pairs of mice of each age were mated for at least two weeks. To determine male mice mating behavior, the female mice (12-week-old) from the mating cage were examined for the plugs and the vaginal plugs were smeared, and the spermatozoa were observed under microscopy.

### IVF, ICSI, and CASA assays

For *in vitro* fertilization (IVF) and intracytoplasmic sperm injection (ICSI) assays, sperms were directly obtained from caput or cauda epididymis of WT and *Ocln*-KO males, the assays were performed as previously reported (25, 26). For computer-assisted sperm analysis (CASA) assays, sperm from the cauda or caput epididymidis were incubated in the EKRB capacitation medium and analyzed using an HTM-TOX IVOS sperm motility analyzer (Hamilton-Thon Research, v14), as we published previously (25, 27).

### Hematoxylin and eosin (HE) staining

The testes and epididymides of WT and *Ocln*-KO male mice were fixed with paraformaldehyde-lysine-periodate (PLP), embedded in O.C.T. compound (Sakura) and sectioned at −18°C or −20°C (Leica Microsystems GmbH), as described previously (28, 29). Cryosections were rehydrated in PBS and stained with Hematoxylin and Eosin Staining kit (Beyotime). Images were acquired using the slide scanner Olympus VS120.

### Immunofluorescent labelling and TUNEL assay

The immunofluorescent labelling procedure was performed as described previously (25). Briefly, Cryosections of testes and epididymides tissue of WT and *Ocln*-KO male mice were rehydrated in PBS, antigen retrieved with 1%w/v SDS, blocked with 1% w/v BSA and then incubated with primary antibodies, followed by incubated with the secondary antibodies. All slides were mounted in Vectashield with DAPI. The TUNEL assay was performed as the manual of Click-iT Plus TUNEL Assay Kit (Invitrogen). Images were acquired using laser scanning confocal microscopy (LSM880, Carl Zeiss or Nikon A1R) and analyzed with the original software before imported into Adobe Photoshop for typesetting. Details of the antibodies used in this study are listed in **Supplementary Table 1**.

### Western blot

Western blot was performed as published previously (27). Cell lysates were subjected to SDS-PAGE and then transferred to PVDF membranes. The membranes were immunoblotted with the indicated antibodies and visualized by SuperSignal™ West Pico PLUS Chemiluminescent Substrate (Thermo Scientific). Data were acquired using an Amersham Imager 600 or 680 system (GE Healthcare, NJ, USA). Antibodies details are listed in **Supplementary Table 1**.

### Cell cultures and *Ocln*-mutant cell lines

DC2 cell lines were cultured in an incubator at 33°C, 5% CO_2_ with Full-IMDM supplemented with 1 nM 5α-dihydrotestosterone and containing 10% (v/v) FBS, penicillin and streptomycin, as described previously (30). *Ocln*-KO cells were generated in DC2 cells by using the CRISPR/Cas9 system. The *Ocln* sequence in the second exon 5′-CGGCTGAGAGAGCATCGGC-3′ (*Ocln*–sgRNA) was targeted with pGL3-U6-sgRNA-PGK-Puro (Addgene). DC2 cells were then co-transfected with *Ocln*–sgRNA-expressing vector and Cas9 expressed vector pST1374-NLS-flag-linker-Cas9 (Addgene) by Lipofectamine 2000 and selected with puromycin and blasticidin for 24  h. Single cells were isolated by cell sorting. The single clones were validated by immunoblotting analysis and DNA sequencing. The two plasmids were gifts from Xingxu Huang (31, 32).

### pH measurement of vas deferens luminal fluid

For pH measurement in vas deferens of adult WT and *Ocln*-KO male mice, the animals were anesthetized and both sides of the vas deferens were dissected, the blood was removed and kept the vas deferens under a fat pad. The luminal liquid in the sectioned vas deferens was squeezed out and dropped on the pH paper (Hydrion, pH range 5.5-8.0) and recorded it by video. Data values were measured on captured images 10- second after the sample liquid touched the pH paper and the different standards in grey scale were used for calibration using Fiji software.

### Lipid extraction and lipidomics analysis

For lipid extraction, the proximal epididymides from three WT or *Ocln*-KO mice were pooled into one sample. The distal epididymidum was treated the same way. Three samples per group were used in this study. Lipids were extracted using a modified version of the Bligh and Dyer’s method as described previously (33). Lipidomic analyses were conducted at LipidALL Technologies using an Agilent 1290 II UPLC coupled with Sciex QTRAP 6500 PLUS as reported previously (34). Glycerol lipids including diacylglycerols (DAG) and triacylglycerols (TAG) were quantified using a modified version of reverse phase HPLC/MRM. Heatmaps and volcano plots of TAG and DAG analyses were performed on the free online data analysis website Tutools platform (https://www.cloudtutu.com/).

### Proteomics analysis using tandem mass tags (TMTs) labelling method

The protein preparation and TMTs labelling workflow have been described previously (35). Briefly, total proteins were extracted from three pairs of WT and *Ocln*-KO mice whole epididymis by lysis buffer (50 mM (NH_4_)_2_CO_3_, 8 M urea, 1 mM DTT and protease inhibitor) separately and quantitation using BCA protein assay kit. After alkylated by iodoacetamide and digested by trypsin, the peptide was labeled by TMTs label regent following the manufacturer’s protocol. The resulting peptides were separated and analyzed on an Easy-nLC 1000 system coupled to a Q Exactive HF (Thermo Scientific). The LC-MS/MS procedure and data analysis were performed as reported previously (36).

### RNA-seq analysis

Total RNA samples of whole epididymis were extracted from three pairs of WT and *Ocln*-KO mice by Trizol reagent separately according to the manufacturer’s instructions. The RNA quality was checked by Bioanalyzer 2200 (Agilent) and kept at -80°C.The RNA with RIN >6.0 is about to undergo rRNA depletion. cDNA libraries were constructed for each pooled RNA sample by using the NEBNext^®^ Ultra™ Directional RNA Library Prep Kit for Illumina according to the manufacturer’s instructions. The tagged cDNA libraries were pooled in equal ratio and used for 150 bp paired-end sequencing in a single lane of the Illumina HiSeqXTen. Before read mapping of pair-ends, clean reads were obtained from the raw reads by removing the adaptor sequences, reads with >5% ambiguous bases (noted as N) and low-quality reads containing more than 20 percent of bases with qualities of<20. The clean reads were then aligned to mouse genome (version: GRCm38 NCBI) using hisat2. Differential gene and transcript expression analysis of RNA-seq experiments with HTseq (37) was used to count mRNA, and the RPKM method was used to determine gene expression.

### Bioinformatics analysis

For RNA-Seq data, we applied the DESeq2 algorithm (38) to filter the differentially expressed genes (DEGs); for significance analysis, *P* values and false discovery rate (FDR) analysis were obtained from the following criteria (39): mRNA under the following criteria: i) Fold change > 2 or< 0.5; ii) FDR< 0.05. For proteomic data, two-tailed student’s t-test was used to verify the significance of the differences between each comparison, proteins with the fold change > 1.2 or< 0.833 and *P*-value< 0.05 were chosen.

### Quantification and statistical analysis

Comparisons were performed using the 2-tailed paired or unpaired Student’s t-test for only two groups, or one-way or 2-way-ANOVA for the comparisons of more than two groups at one- or two-levels, respectively. Significance was defined as a *P*-value< 0.05. Prism 8.0 (GraphPad) was used for all statistical analyses.

## Results

### Epididymal defects account for male infertility in *Ocln-*KO mice

*Ocln-*KO male mice were reported to be infertile (23). We also monitored the fertility of the *Ocln-*KO male mice over a long period (from 6-week-old till 69-week-old), which confirmed their sterility after 9-week-old. However, at juvenile ages of about 8 weeks, 1 out 8 *Ocln-*KO male mice was able to fertilize female mice to give birth to live pups (**Figure 1A**), suggesting the male sterility possibly an acquired phenotype as the mice grow. We then investigated if the male infertility could be due to problems of the epididymis. The *Ocln-*KO males had smaller overall in size compared to the wild-type (WT) mice, although no difference in proportional size of the epididymis or other organs was found (**Figures 1B, C**). Through detailed morphological analysis, we frequently found the testis of the *Ocln-*KO was morphological normal (**Supplementary Figures S1A-C**). Whereas the caput (CPT) epididymidis in the head portion of epididymis was enlarged and cauda (CD) epididymidis in the tail portion was degenerated in the *Ocln-*KO mice as compared to those of the WT (**Figures 1D-F**). Strikingly, in caput to corpus (CPT-CPS) junctional segments of the *Ocln-*KO, sperm cells were found infiltrated into the interstitial area causing tissue enlargement in this region (**Figure 1G**), a pathology similar to epididymal sperm granulomas (41, 42).

**Figure 1:**
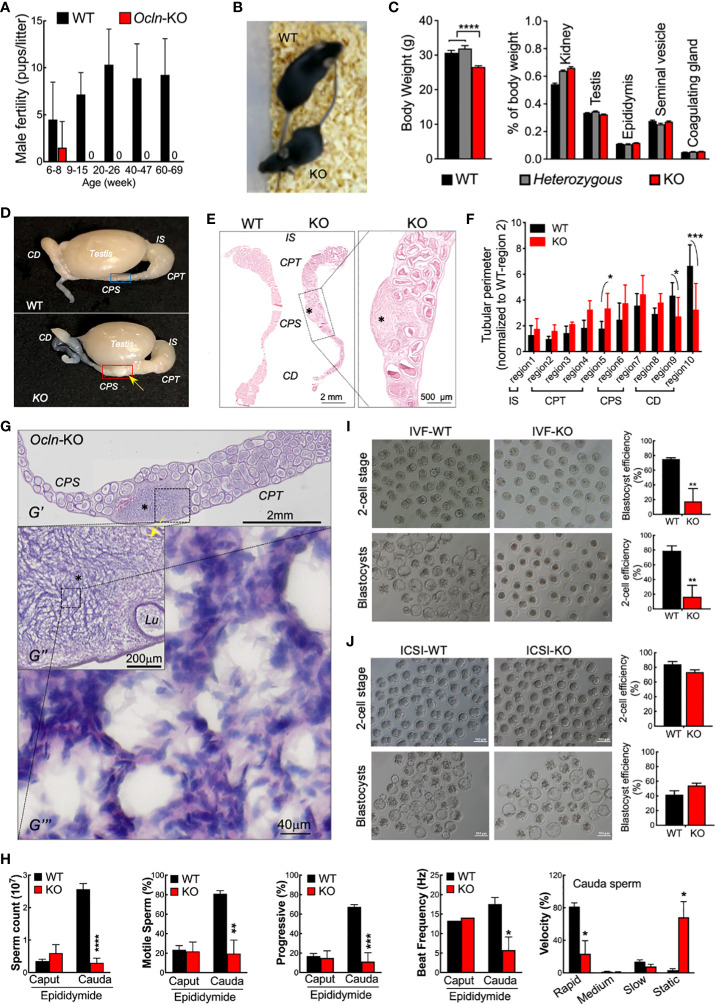
Dysfunction epididymal function rather than testicular spermatogenesis underlies the male infertile in OCLN-deficient mice. **(A)** Fertility test confirmed infertility of adult but not juvenile *Ocln-*KO male mice. **(B)** Appearance, body weights and relative organ weights **(C)** of WT, heterozygous and *Ocln-*KO male mice. **(D)** Gross anatomy showing granuloma-like tissue knot (yellow arrow) in *Ocln-*KO but not in WT epididymis. **(E)** Alizarin red S staining showed enlarged CPS but degenerated CD epididymidis of *Ocln-*KO mice compared with WT. Asterisks: granuloma-like structure in the *Ocln-*KO CPT-CPS conjunctions. **(F)** Regional tubular perimeters of epididymis of WT and *Ocln-*KO epididymis. Annotations of the different epididymal segments were as described previously (40), *viz.* region 1 for initial segment (IS), region 2-5 for caput (CPT), region 6-7 for corpus (CPS), and region 8-10 for cauda (CD) epididymidis. **(G)** H&E staining showing granuloma-like tissue knot (asterisks) in the CPT- CPS junction of an *Ocln-*KO epididymal cryosection (*G’*). Intermediate resolution image showing the enlarged interstitial space filled with many sperm next to the distorted tubule (*Lu*) (*G’’*). Higher resolution image showing that numerous sperm, characterized by their oval-shaped head (purple) and curved tail (pink), essentially filling the space of the enlarged interstitial tissue (*G’’’*). **(H)** Decreased sperm counting of cauda sperm but not caput sperm and CASA parameters showing impaired motility of *Ocln-*KO cauda sperm. **(I)** IVF **(I)** and ICSI **(J)** assay results using cauda epididymidal spermatozoa of WT or *Ocln-*KO mice. Data were means ± SD from (n > 3 animals per group). *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001, one- or two-way ANOVA.

We next examined the epididymal sperm from *Ocln-*KO mice in comparison with the WT. CASA showed that CPT sperm from the epididymal head were mostly quiescent in both WT and *Ocln-*KO mice, although CD sperm from the epididymal tail of WT mice gained substantially higher motility and progressiveness as compared to the CPT sperm (**Figure 1H**). However, such a CPT to CD increase in sperm motility was totally absent in *Ocln-*KO mice. In addition, in WT mice, the sperm count increased from CPT to CD suggesting sperm condensation through epididymal transit. Whereas, in the *Ocln-*KO mice, the CD sperm count was found at a very low level even lower than their CPT sperm count. Consistently, although the *Ocln-*KO mice copulated normally with WT females, next-morning analyses of virginal plugs of WT females after copulation revealed very few sperm, compared to control male mice (**Supplementary Figure S1D**). We next took the CD sperm for analyzing their fertilizing capacities *in vitro*. The IVF assay by incubating CD sperm with WT eggs showed significant reduction in the efficiency of *Ocln-*KO CD sperm to generate two-cell or blastocyst stage of embryos, as compared to that of WT CD sperm (**Figure 1I**). However, when we injected WT eggs with *Ocln-*KO CD spermatozoa by ICSI, the eggs were successfully activated and fertilized at a similar rate compared to WT CD spermatozoa (**Figure 1J**). After transplantation in the female oviduct, the ICSI fertilized eggs with WT of *Ocln-*KO sperm developed normally to birth (**Supplementary Figures S1E, F**), suggesting that the *Ocln-*KO CD sperm were genetically fine. All these observations suggest that male infertility in *Ocln-*KO mice is largely due to epididymal-dependent impairment of sperm transportation and thereby motility and fertilization capacity.

To further determine the role of OCLN in the epididymis, we investigated the cellular localization of OCLN on the epididymal cryosections of WT adult mice. The immunofluorescent staining with an anti-OCLN antibody revealed that OCLN protein was enriched in the tight junctions (TJs) of principal cells of the initial segment (IS) and CPT epididymidis, as well as the lateral membranes of WT or *Ocln*-heterozygous CPT principal cells (**Figure 2A**), but hardly detectable in the distal corpus (dCPS) and CD epididymidis in the tail region of epididymis (**Figure 2B**). No specific OCLN immunofluorescence was detected in *Ocln-*KO CPT principal cells, confirming the anti-OCLN antibody specificity. Using the same anti-OCLN antibody, only one band was detected in the WT DC2 epididymal cells with a size corresponding to OCLN protein, which was significantly diminished in the *Ocln-*mutant DC2 cells (**Figure 2C**).

**Figure 2:**
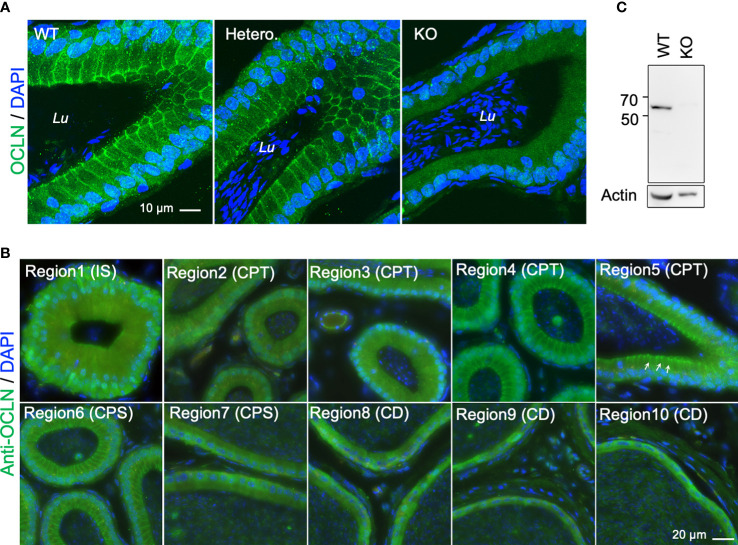
**(A)** Typical immunofluorescent-labelling of caput epididymal cryosection immunostaining for anti-OCLN antibody showing enriched OCLN protein in the apical junctional membranes of principal cells in epididymis from WT and heterozygous mice, but absent in *Ocln*-KO mice. **(B)** Immunofluorescent-labelling of epididymal cryosection immunostaining for anti-OCLN antibody showing enriched OCLN in region1-6 (IS, CPT and proximal CPS (pCPS) epididymidis). In IS, OCLN is only present in the TJs of principal cells. In the CPT and pCPS principal cells, OCLN also presents in the apical paracellular membranes (arrows). **(C)** WB-analysis of the same anti-OCLN antibody with KO and WT DC2 cell lysates. Lu, lumen; IS, initial segment; pCPT and dCPT, proximal and distal caput; CPS, corpus; CD, cauda epididymidis; Blue, DNA stained with DAPI.

### Transcriptomics and proteomics revealed downregulation of acid secretion and metabolic pathways in the OCLN*-*deficient epididymis

To explore how *Ocln*-KO leads to the observed epididymal defected, we profiled the transcriptomes and proteomes of the whole epididymis from adult *Ocln-*KO mice in comparison to those of WT mice to find differentially expressed genes (DEGs). 

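Whole-epididymis RNA of adult WT and Ocln-KO mice, in 3 libraries of each genotype, was depleted of rRNA and sequenced, and for each library the authors deposited the count of reads that HTSeq assigned to each gene after alignment to GRCm38, without normalization. The libraries held between 30646424 and 38870780 counts, with a median of 38073990 in WT and 31570990 in Ocln-KO. Of the 57127 genes listed, 32046 had a count in at least 1 library and 19691 were abundant enough to be tested. Counts were scaled to CPM with edgeR's TMM factors, under which 1 count equals between 0.0267 and 0.0314 CPM. Genotypes were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, giving the false discovery rate (FDR). Proteomes are not analysed here. Ocln, on chromosome 13 from 100496504 to 100552718, had 85.5 ± 6.51 CPM (SD, n = 3) in WT. The 3 Ocln-KO libraries had 15.1, 15.3 and 14.9 CPM. The log2 fold change of Ocln was -2.50 (standard error 0.09, adjusted p = 0.000108 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With total counts in place of TMM factors, the alternative that moved it most apart from leaving out a library, it was -2.41, and with each library left out in turn it lay between -2.56 and -2.44. The first principal component of log2 CPM held 47.2% of the variance and placed the WT libraries between 37 and 52.8 and the Ocln-KO libraries at -17.7, -29.1 and -86.3. On this component Ocln-KO replicate 3 lay far from the other Ocln-KO libraries.

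**Figure D1:**
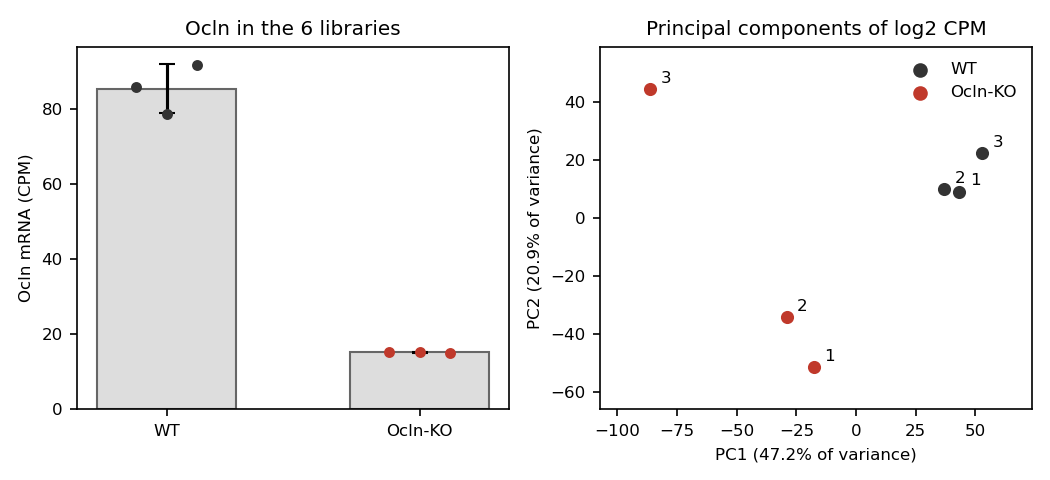
Left, Ocln mRNA in CPM in WT and Ocln-KO epididymis; bars are means, error bars SD and points the 3 libraries of each genotype. Right, the first and second principal components of log2 CPM, which hold 47.2% and 20.9% of the variance, with each library's replicate number beside its point; Ocln-KO replicate 3 sits at -86.3 on the first.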

An integrative approach was applied to the analysis of DEGs obtained by combining RNAseq and proteomic datasets. Through the Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis, the results showed that the gene clusters enriched in the acid secretion, and metabolic pathways, including lipid and amino acid metabolic pathways, were the main nodes of downregulation (**Figure 3A**, asterisks and triangles). In addition, the significantly downregulated pathways in the *Ocln-*KO epididymis, including synaptic vesicle cycle and collecting duct acid secretion (**Figure 3A**, triangles), also implied the impairment in trafficking of proton pump V-ATPases, which are highly expressed in clear cells and responsible for the luminal acidification of epididymis and maintaining sperm in a quiescent stage (43).

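In the transcriptomes alone, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 628 DEGs at the thresholds of the methods, a fold change over 2 or under 0.5 and an FDR under 0.05. Of these, 293 were higher and 335 lower in Ocln-KO. Without the fold change threshold, 770 genes were higher and 992 lower. The libraries of the genotypes did not overlap for 627 of the DEGs and for 7157 of the tested genes (36.3%), where chance gives 10%. In 23 of the DEGs each library of one genotype had at most 3 counts. DESeq2, the paper's tool, gave 563 higher and 551 lower DEGs. Tested against a 2-fold change itself with glmTreat, 1 gene was higher and 10 were lower. Leaving out a library also moved the numbers far: without WT replicate 1 there were 4 higher and 19 lower DEGs, and without Ocln-KO replicate 1 there were 401 and 389. Scaled by total counts only, 59.6% of the DEGs were higher, against 46.7% with TMM factors, and the median log2 fold change of all tested genes moved from 0.01 to 0.09. Membership of KEGG pathways was not analysed here. From the pathways enriched among the DEGs of the transcriptomes and proteomes together, the paper concludes that acid secretion and metabolism were the main downregulated processes (Fig. 3A).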

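Among the genes of acid secretion that Fig. 3 shows, Car2, which encodes a carbonic anhydrase (chromosome 3, 14886269 to 14900770), had 132 ± 31.7 CPM (SD, n = 3) in WT and 38.3 ± 29.3 CPM (SD, n = 3) in Ocln-KO. Its log2 fold change was -1.79 (standard error 0.67, adjusted p = 0.127 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each WT library lay above each Ocln-KO library. Ocln-KO replicate 3, at 5.89 CPM, widened the spread; without it the log2 fold change was -1.28 and the adjusted p 0.0125, the only one under 0.05 among 14 alternatives, over which it ran up to 0.297. The V-ATPase subunit genes Atp6v1c2 and Atp6v1g3 had 59.6 ± 12.9 and 12.1 ± 1.14 CPM in WT and 34.5 ± 17.7 and 7.66 ± 1.69 CPM in Ocln-KO (SD, n = 3 each). Their log2 fold changes were -0.79 (adjusted p = 0.216, same test) and -0.66 (adjusted p = 0.0725, same test). For Atp6v1g3 the adjusted p was 0.0238 with DESeq2 and 0.0452 without Ocln-KO replicate 1, and it ran up to 0.21 over the other alternatives.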

**Figure 3:**
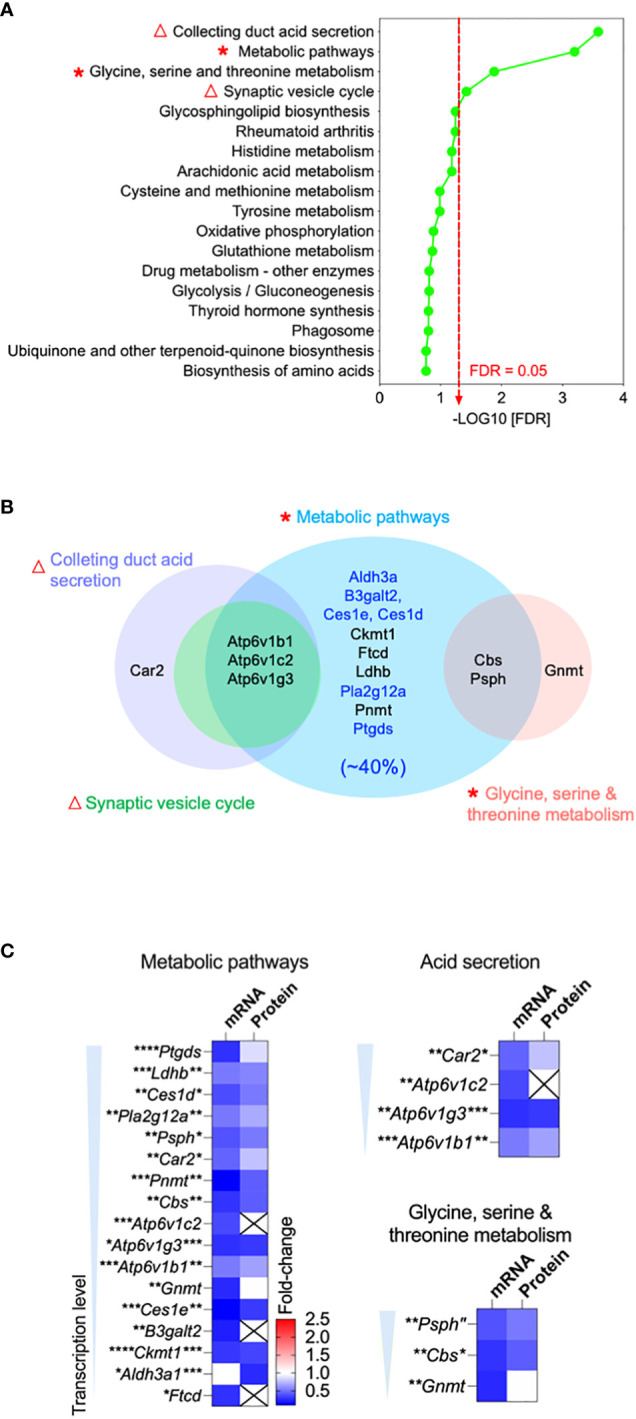
Bioinformatics revealed downregulation of acid secretion and metabolic pathways in the OCLN-deficient epididymis. **(A)** Integrative bioinformatic analysis revealed the downregulated acid secretion (triangles) and metabolic pathways (asterisks) in the epididymis of OCLN-deficient versus WT mice. Plot showing the enriched KEGG pathway terms obtained using all differential expressed genes (DEGs) of the combined transcriptomic and proteomics of whole epididymis of adult OCLN*-*deficient versus WT mice. Triangles indicate the impaired acid secretion associated pathways and asterisks metabolic associated pathways. **(B)** Venn diagram of the shortlisted DEGs in the significantly downregulated metabolic pathways in panel **(A)** Blue terms indicate the enriched genes for the enzymes relating lipid catabolism pathway, which makes up 40% of the shortlisted genes. **(C)** Heatmaps showing the fold-changes of transcriptional and proteomic levels of the shortlisted DEGs in the significantly altered pathways, including metabolism, acid secretion and amino acid metabolism. Data were means ± SD from (n > 3 animals per group). *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001, unpaired t-test.

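The shortlist of Fig. 3B holds Ptgds, Ldhb, Ces1d, Pla2g12a, Psph, Car2, Pnmt, Cbs, Atp6v1c2, Atp6v1g3, Atp6v1b1, Gnmt, Ces1e, B3galt2, Ckmt1, Aldh3a1 and Ftcd. All 17 genes were lower in Ocln-KO mRNA, with a median log2 fold change of -1.56 and a range from -4.55 to -0.11. In 16 of them the libraries of the genotypes did not overlap. Over all genes tested, 11 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 9 of these also had a fold change under 0.5. By FDR adjusted over the list alone, 15 passed, which is not independent evidence, since the study chose the list on these libraries. As a set they were lower by limma's camera test with a preset correlation of 0.01 between genes (adjusted p = 1.48e-08 over the 7 lists taken from the paper). The call held under limma's fry test (adjusted p = 0.0097) and not with the correlation estimated from the data (adjusted p = 0.192), the alternative that moved it most. As the list was chosen on these libraries, the set tests are not independent evidence either. Of the members, 7 are also on other lists tested here. Without WT replicates 2 and 3, 3 and 1 of the genes passed over all genes tested, and without Ocln-KO replicate 2, 4. Without WT replicate 1, none of the 17 genes had an adjusted p under 0.05, where 14 had an unadjusted p under 0.05. All 17 were lower under each scaling tried.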

Bioinformatic analysis using Venn diagram of the shortlisted DEGs with significantly downregulated pathways revealed that almost all of them were metabolic enzymes, of which about 40% were involved in lipid catabolic processes (**Figure 3B**). Heatmaps of metabolically clustered genes showed that top enzymes were involved in lipid catabolism (**Figure 3C**). 

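Aldh3a1, an aldehyde dehydrogenase gene on chromosome 11 from 61208510 to 61218418, fell most in the list, from 42.4 ± 10.1 CPM in WT to 1.8 ± 1.05 CPM in Ocln-KO (SD, n = 3 each). Its log2 fold change was -4.55 (standard error 0.45, adjusted p = 0.00638 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across 14 alternatives it stayed between -4.88 and -4.14, and the adjusted p passed 0.05 only without WT replicate 1, at 0.0518. B3galt2, a galactosyltransferase gene, had 87.9 ± 12 CPM in WT and 15.5 ± 13.1 CPM in Ocln-KO (SD, n = 3 each), a log2 fold change of -2.50 (standard error 0.79, adjusted p = 0.0851, same test). The spread came mainly from Ocln-KO replicate 3, which had 1.18 CPM, and without it the adjusted p was 0.00129. Of the 14 alternatives 3 put it under 0.05, the other 2 being limma-voom at 0.0438 and no count filter at 0.0266, and its highest was 0.207.

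**Figure D2:**
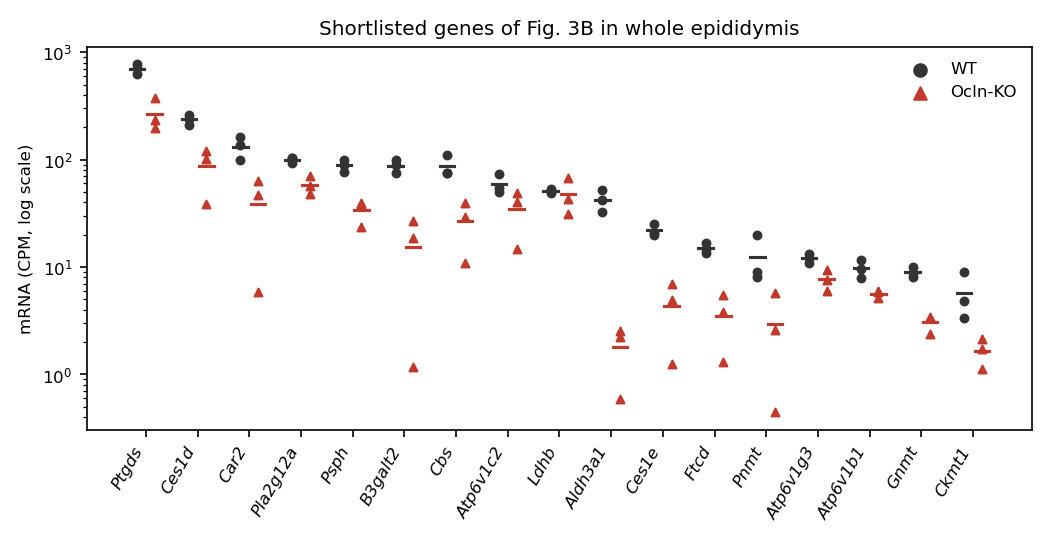
mRNA of the 17 shortlisted genes in CPM on a log axis; points are the 3 libraries of each genotype and lines their means. For Ldhb the Ocln-KO libraries, at 31.4, 43.3 and 68 CPM, lie on both sides of the WT libraries; the other 16 genes show no overlap.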

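Ptgds, which encodes the lipocalin-type prostaglandin D synthase (chromosome 2, 25466709 to 25470110), had 704 ± 69.3 CPM in WT and 268 ± 92.4 CPM in Ocln-KO (SD, n = 3 each). The difference was larger than the spread between libraries, with a log2 fold change of -1.40 (standard error 0.23, adjusted p = 0.0201 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 WT library left out, the adjusted p rose to 0.094, 0.055 and 0.0887 for WT replicates 1, 2 and 3. Pla2g12a, a secreted phospholipase A2 gene (chromosome 3, 129878606 to 129895825), had 99.8 ± 5.4 and 57.9 ± 11 CPM (SD, n = 3 each). Its log2 fold change of -0.78 (standard error 0.14, adjusted p = 0.0228, same test) did not reach the fold change threshold of the methods. Its adjusted p rose above 0.05 in the 3 fits without a WT library, up to 0.103, and without Ocln-KO replicate 2, at 0.0631. With the replicate number as a block it was 0.0766.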

Two of the top shortlisted enzymes *Ptgds* and *Pla2g12a* implicated in the metabolism of the fatty acid arachidonic acid. Another top-listed enzyme was CES1, which is also known as a lipase of carboxylic esters to release carboxylic acids and free fatty acids (FFA), such as arachidonic acid (44, 45). 

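The files list 8 Ces1 genes, of which Ces1d, Ces1e and Ces1f were abundant enough to be tested. These are neighbouring paralogs on chromosome 8, and the authors' counting could have split or dropped reads they share, so each value is uncertain. Ces1d (93166072 to 93197804) had 237 ± 25.7 CPM in WT and 86.5 ± 42.8 CPM in Ocln-KO (SD, n = 3 each), a log2 fold change of -1.45 (standard error 0.36, adjusted p = 0.047 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Scaled by total counts only, its adjusted p was 0.0511, and with libraries left out it lay between 0.00327 and 0.152. Ces1e (93201218 to 93229631) had 22 ± 2.65 and 4.37 ± 2.88 CPM (SD, n = 3 each), a log2 fold change of -2.33 (standard error 0.50, adjusted p = 0.0342, same test), and between 0.00207 and 0.122 with libraries left out. For both genes Ocln-KO replicate 3 was the lowest, at 38.3 and 1.24 CPM. Ces1f, at 7.7 CPM in WT and 4.62 CPM in Ocln-KO, overlapped between the genotypes.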

*Ldhb* relating to pyruvate metabolism was also a top shortlisted enzyme, while *Psph* and *Cbs* were shortlisted in the amino acid metabolism cluster. 

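Ldhb (chromosome 6, 142490249 to 142507957) had 51.3 ± 2.37 CPM in WT and 47.6 ± 18.6 CPM in Ocln-KO (SD, n = 3 each), a log2 fold change of -0.11 (standard error 0.24, adjusted p = 0.807 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was smaller than the spread between Ocln-KO libraries and became 0.12 without Ocln-KO replicate 1. Psph, a phosphoserine phosphatase gene (chromosome 5, 129765558 to 129787443), fell from 88.7 ± 11.5 to 34 ± 8.9 CPM (SD, n = 3 each), with a log2 fold change of -1.39 (standard error 0.20, adjusted p = 0.0146, same test). Cbs, the cystathionine beta-synthase gene on chromosome 17, fell from 86.5 ± 20.2 to 26.7 ± 14.5 CPM (SD, n = 3 each), a log2 fold change of -1.70 (standard error 0.41, adjusted p = 0.0441, same test). Gnmt, a glycine methyltransferase gene on the same chromosome, fell from 9 ± 0.982 to 3.05 ± 0.593 CPM (SD, n = 3 each), a log2 fold change of -1.56 (standard error 0.21, adjusted p = 0.0134, same test). With a library left out, the adjusted p of Psph, Cbs and Gnmt rose to at most 0.0811, 0.148 and 0.0778.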

Another cluster of top listed genes were the subunits of proton-pump V-ATPase family, such as B1-V-ATPase (*Atp6v1b1*), a key player in luminal acidification of epididymis, keeping sperm in a quiescent stage (5, 46, 47).

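Of the 23 V-ATPase subunit genes in the files, 21 were abundant enough to be tested, and 19 of these were lower in Ocln-KO, with a median log2 fold change of -0.46. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8 were lower and 1 was higher with an adjusted p under 0.05, and 11 were lower by FDR adjusted over the list alone. The 8 became 5 with total counts only, 6, 4 and 6 without Ocln-KO replicates 1, 2 and 3, and 0, 1 and 0 without WT replicates 1, 2 and 3, where 12, 11 and 11 had an unadjusted p under 0.05. As a set they were lower by the camera test (adjusted p = 4.06e-05), which held under fry (adjusted p = 0.00497) and not with the estimated correlation (adjusted p = 0.192). Atp6v1b1 (chromosome 6, 83743017 to 83758855) had 9.7 ± 1.83 CPM in WT and 5.65 ± 0.47 CPM in Ocln-KO (SD, n = 3 each), a log2 fold change of -0.78 (standard error 0.19, adjusted p = 0.0458, same test), which does not reach the fold change threshold of the methods. Its adjusted p was above 0.05 in the 6 fits without 1 library, and was 0.142 at most. It was also above 0.05 with limma-voom (0.054), with total counts only (0.063) and with the replicate number as a block (0.114). The largest falls were those of Atp6v0d2, from 23.3 ± 4.34 to 7.87 ± 2.6 CPM (SD, n = 3 each), and Atp6v0a4, from 15.5 ± 2.7 to 6.7 ± 1.62 CPM (SD, n = 3 each), with log2 fold changes of -1.56 and -1.21 (adjusted p = 0.0201 and 0.0245, same test). Tcirg1, which encodes the a3 subunit, rose by 0.75 on the log2 scale (adjusted p = 0.0314, same test). Under each scaling tried, 19 were lower.

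**Figure D3:**
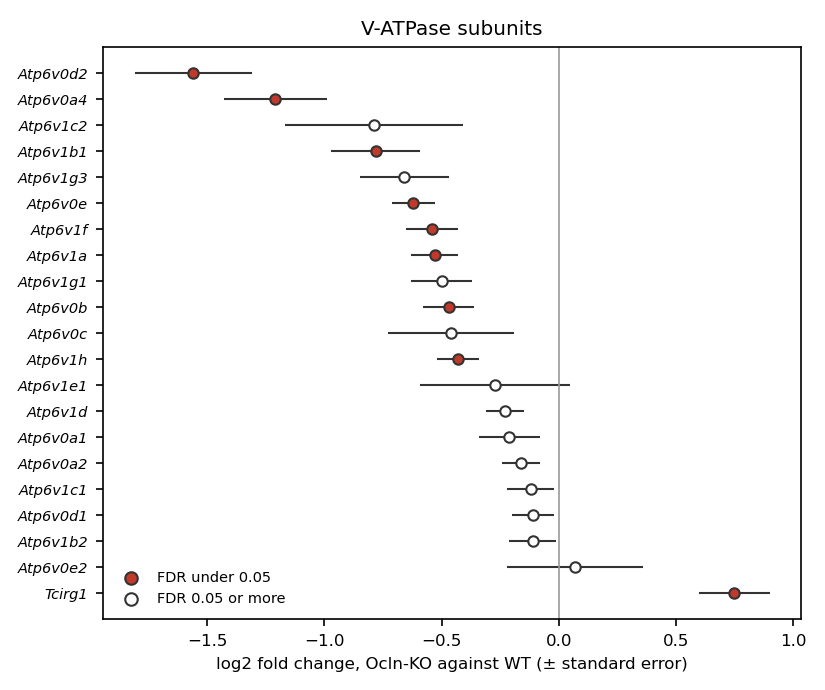
Log2 fold change, Ocln-KO against WT, of the 21 V-ATPase subunit genes tested; error bars are standard errors and filled points have an adjusted p under 0.05. Of the points, 19 lie below 0, as under each scaling tried, and Tcirg1 lies at 0.75.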

### Increased luminal pH in distal epididymis due to the loss of proton-pump expressing clear cells in OCLN-deficient mice

Given the observed downregulation of V-ATPase genes in the *Ocln-*KO epididymis, we analyzed the cellular localization pattern of clear cells using V-ATPase as the marker. Our results showed that, in the epididymis of *Ocln-*KO compared to WT mice, not only the V-ATPase-positive clear cells and their cellular debris were found in the epididymal lumen, especially in the caput region. In addition, many keratin-18-positive epithelial cells were shed into the lumen of caput epididymidis (**Figure 4A**). Using TUNEL staining, we observed increased apoptotic index in *Ocln-*KO epididymis compared to WT controls, including some epithelial cells of the epididymal mucosa and some somatic cellular DNA fragments in the lumen (**Figure 4B**). In the TUNEL positive control wildtype epididymis cryosections treated with DNase I to induce DNA breaks in genome, all the somatic cells showed labelling for TUNEL. Notably, DNase I-induced DNA fragmentations did not occur in sperm cells, suggesting the DNA in sperm cells is insensitive to DNase I and well-protected from somatic enzymatic challenges.

**Figure 4:**
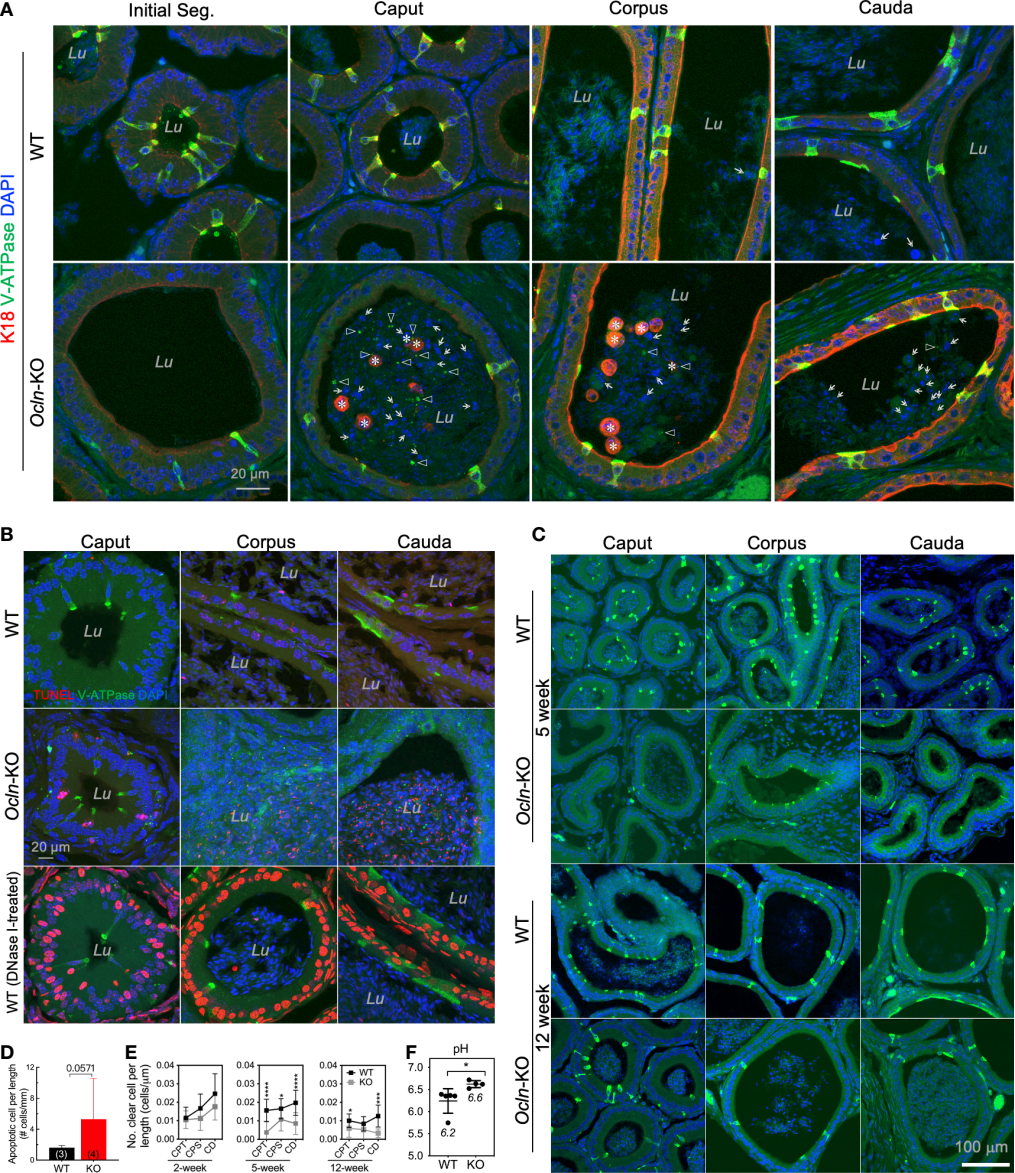
Increased luminal pH in distal epididymis and the loss of proton-pump expressing clear cells in the OCLN-deficient mice. **(A)** Immunofluorescent staining of epididymal cryosections for clear cell marker B1-V-ATPase and epithelial marker intermediate filament keratin-18 (K18) showing increased shed epithelial cells in the epididymal lumen of *Ocln-*KO (*Ocln^-/-^*) compared to WT (*Ocln^+/+^*) mice. Lu: lumen. Triangles: B1-V-ATPase-positive cell debris in the lumen. Asterisks: keratin-18-positive epithelial cells (both principal cells and clear cells) shed into the lumen. Arrows: keratin-18-negative cells in the lumen. **(B)** TUNEL staining for the different regions of epididymis from WT and *Ocln-*KO mice showing increased apoptotic index in the distal epididymal lumen (*Lu*). **(C)** Representative immunofluorescent staining images of epididymal cryosections for clear cell marker B1-V-ATPase (green) confirmed the decreased numbers of clears in all the regions of epididymis from *Ocln-*KO mice, compared to WT mice. **(D)** Quantitative TUNEL-positive epithelial cells in the epithelium and in the lumen of epididymis of WT (n = 3) and *Ocln-*KO (n = 4) mice. **(E)** Quantification of the numbers of clear cells per epithelial length statistic in WT and *Ocln-*KO mouse epididymis during development. Data represent means ± SD (n ≥ 3 animals per group, two-way ANOVA *P<0.05, ***P<0.001, ****P<0.0001). CPT, caput; CPS, corpus; CD, cauda epididymidis. **(F)** Increased pH detection in the luminal fluid of vas deferens in *Ocln-*KO mice compared with WT mice. Two-tailed unpaired t-test, *P<0.05 (n>4 animals per group).

To determine whether the loss of clear cells might be due to dysfunctional differentiation during postnatal development, in addition to increased programmed cell death during epithelial homeostasis, we harvested epididymal tissue from different ages and labelled them for the clear cell marker B1-V-ATPase. Our results showed that the number of clear cells of 2-week-old KO epididymides was only mildly different from that of WT (not shown), but it obviously decreased at puberty and in adulthood (**Figure 4C**). A trend towards increased TUNEL-positive apoptotic epithelial cells was observed in the lumen and epithelium of the *Ocln-*KO epididymis compared to WT, although statistics showed no difference (**Figure 4D**, *P*<0.06). In the luminal contents, the apoptotic index was decreased from CPT to CD epididymidis, whereas the apoptotic index was increased in the epithelial cells of epithelium (**Supplementary Figure S2**). The co-localization of TUNEL and B1-V-ATPase was observed only in some but not all B1-V-ATPase cellular debris in the luminal contents of caput epididymal, whereas some B1-V-ATPase-positive cells were not positive for TUNEL (**Supplementary Figure S2**). Quantification results showed that the numbers of V-ATPase-labelled clear cells in the epididymis were prominently decreased in the pubertal and adult mice but not statistically in early age of *Ocln*-KO mice (**Figure 4E**).

The acidity of luminal fluid of proximal vas deferens—an organ connecting successively to caudal epididymis with the presence of abundant clear cells—was also significantly decreased, suggesting a disorder of epididymal luminal microenvironment after *Ocln* deletion. Consistently, the luminal pH of *Ocln-*KO group was significantly higher than that of WT group (**Figure 4F**).

### Heterogeneous lipid content in the proximal versus distal regions of epididymis in WT mice

To determine whether the fatty acid homeostasis is disrupted after *Ocln* deletion, we determined the contents of stable fatty acid pools triacylglycerols (TAG) and their derivatives diacylglycerols (DAG) in the epididymis (**Figure 5** and **Supplementary Figure 3**). The lipidomic results showed that total of eighty species of TAG components and eighteen DAG components were determined in the mouse epididymis (**Figure 5A**). The total mean TAG in the mouse whole epididymis was ~5.5 µmol per gram of tissue while DAG was ~0.23 µmol per gram of tissue (**Figure 5A**). The volcano plot revealed that only a few specific DAG and TAG components had significantly different levels in the proximal versus distal epididymis (**Figure 5B**). Heatmap analysis showed the heterogeneous levels of specific DAG and TAG components in the proximal and distal epididymis of WT mice (**Figures 5C, D**). Regarding TAG, only two species showed statistically lower levels in the distal epididymis compared to the proximal epididymis, including TAG containing double-bonded unsaturated long-chain fatty acids (**Figure 5E**). As for DAG, most of the statistically distinct components had higher levels in the distal compared to the proximal epididymis of WT mice, including the DAG with double-bonded unsaturated long-chain fatty acids (**Figure 5F**).

**Figure 5:**
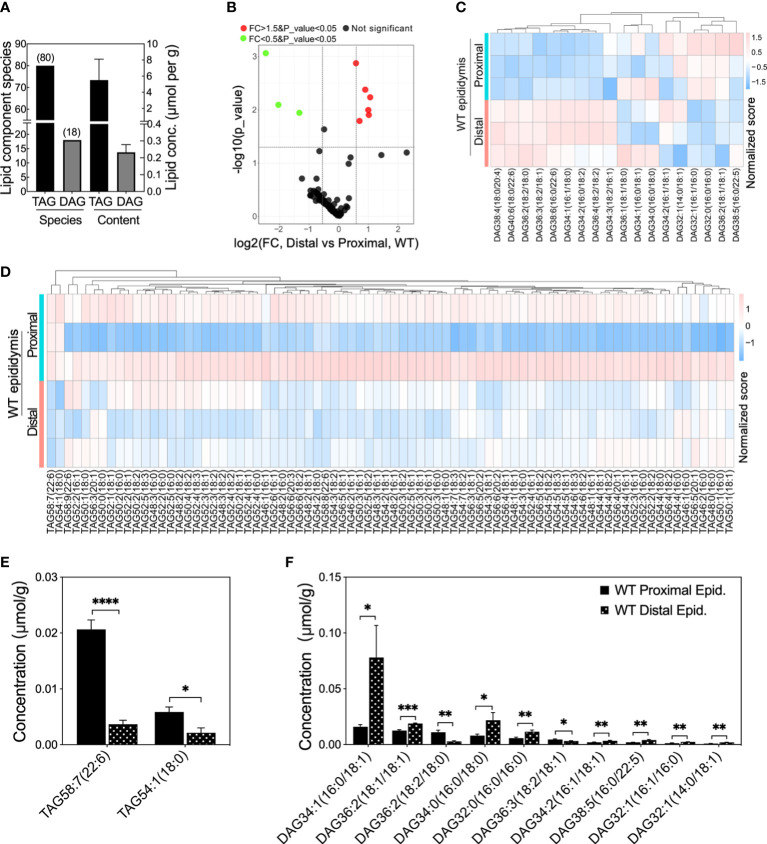
Lipid compositions at different levels in proximal and distal epididymis of WT mice. **(A)** Lipid compositions and contents detected in mouse epididymis. **(B)** Volcano plot of fold change (FC) of TAG and DAG component concentrations detected in the distal versus proximal epididymis of WT mice. Proximal epididymis annotated the samples from regions 1 to 6 whereas distal epididymis annotated the regions from 7 to 10 (n > 3 animals per group). Green dots represent specific lipid concentrations significantly less than 0.5 fold changes (FC) and red dots for those 1.5 folds greater, *P*<0.05 for both; black dots represent those lipid components have no difference in lipid concentrations. **(C)** Heatmap showing the row-normalized contents of DAG components in the proximal and distal epididymis of WT mice. **(D)** Heatmap showing the variations of the row-normalized contents of TAG components in the proximal and distal epididymis of WT mice. **(E)** Significantly lower levels of specific TAG components and prominent heterogeneous levels of DAG components **(F)** in the distal epididymis compared to the proximal epididymis of WT mice. Data were means ± SD, two-tailed unpaired *t-*test, *P< 0.05, **P< 0.01, ***P< 0.001, ****P< 0.001 (n > 3 experiments per group).

### Disturbed acylglycerolipid homeostasis in the OCLN-deficient epididymis

In the epididymis of *Ocln-*KO versus WT mice, the total mean contents of diacylglycerols (DAGs) and triacylglycerols (TAGs) did not differ between the two groups (**Figure 6A**). When all DAG components of proximal and distal epididymis were compared, respectively, the DAG components were overall significantly different in *Ocln-*KO epididymis from that of WT mice (**Figure 6B**). In the proximal epididymis, three DAG components were significantly increased, including the DAG containing double-bonded fatty acid DAG38:5(16:0/22:5) (**Figures 6C-E**). Four kinds of DAG components were significantly increased in the distal epididymis, including the most accumulated species DAG38:4(18:0/20:4), which contains the double-bonded 20-carbon arachidonic fatty acid chain (**Figures 6F-H**). For the TAG, one component with double-bonded long fatty acid chain, TAG58:7(22:6), was significantly decreased in the KO compared to WT epididymis and between proximal and distal epididymis of KO epididymis (**Figure 6I**). Whereas in the distal epididymis of KO mice, the double-bonded long fatty acid chain containing TAG components, TAG46:1(16:1) and TAG58:8(22:6), were significantly increased (**Figure 6J** and **Supplementary Figure 4**). 

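Of the 18 genes of Fig. 6K, 16 were abundant enough to be tested, with 8 higher and 8 lower in Ocln-KO and a median log2 fold change of -0.04 (camera adjusted p = 0.645). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Dgkh rose by 0.73 on the log2 scale, from 37.9 ± 2.31 to 62.7 ± 6.71 CPM (SD, n = 3 each; adjusted p = 0.0149), and Dgkk fell (adjusted p = 0.0362). Without WT replicates 1, 2 and 3 none of the genes of Fig. 6K passed, where 6, 7 and 5 had an unadjusted p under 0.05 and Dgkh had an adjusted p of 0.0778, 0.06 and 0.075. Of the 29 genes of Fig. 6L, 26 were tested, of which 17 were lower and 9 higher (16 and 10 by total counts only), with a median log2 fold change of -0.14. As a set they did not pass the camera test (adjusted p = 0.0537). They passed under fry, at 0.0264, with at least 10 counts in every library, at 0.0499, and without Ocln-KO replicate 3 or WT replicate 2, at 0.0164 and 0.0399. By the edgeR test, 5 genes of Fig. 6L were lower with an adjusted p under 0.05 and none was higher (2 by total counts only), while 10 had an unadjusted p under 0.05. These 5 were Lipa, Abhd3, Abhd8, Abhd17a and Gpld1, with log2 fold changes of -1.15, -1.34, -0.68, -0.53 and -0.48. Without WT replicates 1, 2 and 3 the 5 became 0, 1 and 0, with 11, 10 and 9 at an unadjusted p under 0.05, and without Ocln-KO replicate 2 they became 1. Over the list alone, 8 were lower and 2 higher. Abhd16a had no count in any library.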

Expression analysis in the transcriptomes and proteomes showed only slight changes in the expression of DAG kinases (**Figure 6K**) and moderate downregulation of a few lipases of DAG or TAG (**Figure 6L**).

**Figure 6:**
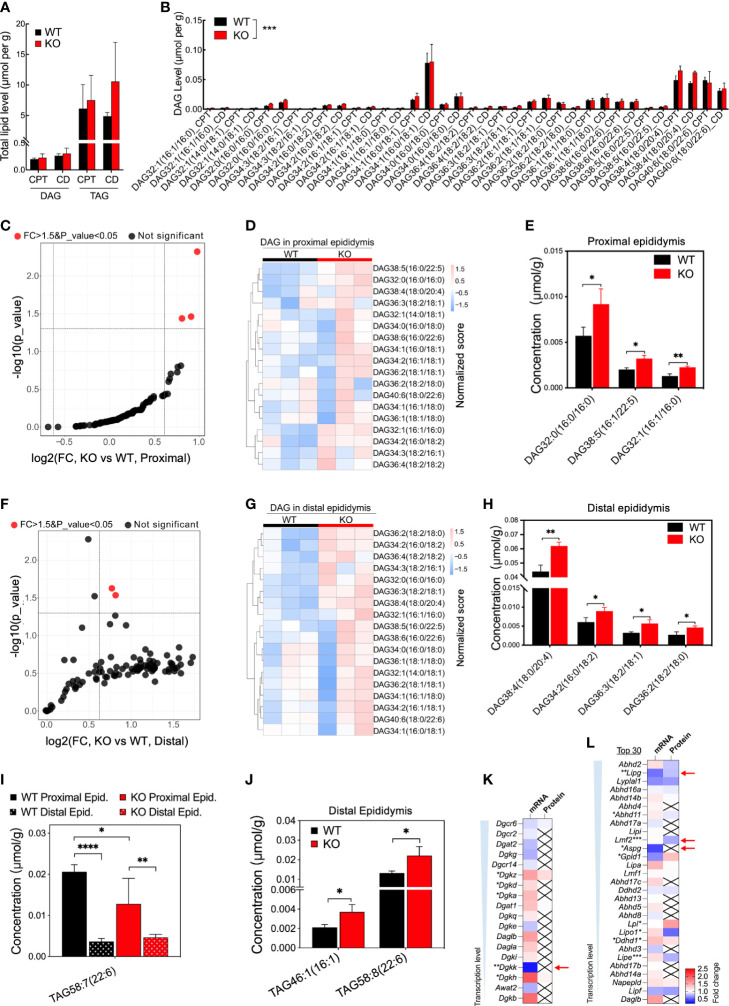
Increased concentrations of specific DAG components and downregulated transcription of enzymes in *Ocln-*KO epididymis. **(A)** No difference in the total contents of DAG and TAG compositions detected in the proximal and distal epididymis of WT and *Ocln-*KO mice. **(B)** Higher levels of specific DAG components in the proximal and distal epididymis of *Ocln-*KO mice compared to WT mice. **(C)** Volcano plot of DAG components in the proximal epididymis of *Ocln-*KO compared to WT mice. Red dots represent components with FC greater than 1.5 and significant differences at a P-value less than 0.5. Black dots represent no difference components. **(D)** Heatmap showing the content variation of DAG compositions in the proximal epididymis of *Ocln-*KO and WT mice. **(E)** Specific DAGs at higher contents in the proximal epididymis of *Ocln-*KO versus WT mice. **(F)** Volcano plot of DAG components in the distal epididymis of *Ocln-*KO and WT mice. **(G)** Heatmap showing the content variation of DAG compositions in the distal epididymis of *Ocln-*KO compared to WT mice. **(H)** Specific DAGs at higher contents in the distal epididymis of *Ocln-*KO versus WT mice. **(I)** Patterns of the specific TAG components showing significantly different levels in the *Ocln-*KO versus WT epididymis. **(J)** Significantly increased TAG components in the distal epididymis of *Ocln-*KO versus WT mice. **(K)** Heatmaps of the DEGs relating to DAG converting enzymes, including DAG kinases **(K)** and lipases **(L)** in the transcriptomes and proteomes of whole mouse epididymis. Data were means ± SD, two-way ANOVA in A, B and I, two-tailed unpair t-test in F, J-L; *P< 0.05 and **P< 0.01, ***P< 0.001, ****P< 0.0001 (n>3 experiments per group).

### Altered cellular localization of the fatty acid catabolic enzymes CES1 and PTGDS in the OCLN-deficient epididymis

To determine the cellular localization of the shortlisted fatty acid catabolic enzymes, immunofluorescent labelling was applied on epididymal cryosections from WT and OCLN-deficient mice, respectively, for commercial antibodies directed against pan-CES1, PTGDS or PLA2g12a (**Figures 7A-C**). The antibody for proton-pump B1-V-ATPase was also used to label clear cells. The immunoreactivity for PTGDS was found in the endoplasmic network of principal cells of WT epididymis. It was found in some luminal contents in the distal epididymis. In addition, it was also enriched in the apical domain of V-ATPase-positive clear cells. In the OCLN-deficient epididymis, PTGDS in the principal cells was obviously decreased throughout the epididymal tubules (**Figure 7A**). Carboxylic esterase CES1 immunofluorescent labelling was enriched in the basal cells (**Figure 7B**, yellow arrows), where were marked with anti-keratin-14 antibody (**Figure 7B**, white arrows), as we published previously (29). From WT corpus to cauda regions, CES1 was highly abundant in the principal cells of cauda epididymidis (**Figure 7B**, arrowheads). In the OCLN-deficient epididymis, CES1 immunofluorescent intensity was increased moderately in the principal cells of caput and corpus epididymidis, but decreased in the basal cells marked with keratin-14 (**Figure 7B**, white and yellow arrows). The co-localization of CES1 and WT basal cells (**Figure 7B**, yellow arrows), especially in the WT corpus region, was obviously diminished in the *Ocln-*KO epididymis (**Figure 7B**, white arrows). As for PLA2g12a, in the WT epididymis, although its immunofluorescent intensity was obvious in the luminal contents, we consistently observed moderate intensity in the cytoplasm of epithelial cells, especial corpus region (**Figure 7C**). It was enriched levels in the apical domain of clear cells. In the *Ocln-*KO, PLA2g12a was obviously decreased in the cytoplasm of epithelial cells, but remained in the luminal contents (**Figure 7C**). 

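Of the 12 genes of Fig. 7D, 6 were higher and 6 lower in Ocln-KO mRNA (8 and 4 by total counts only), with a median log2 fold change of 0.02 (camera adjusted p = 0.932). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 was lower and 1 higher with an adjusted p under 0.05, Ptgds and Ptgs2. Of the 16 carboxylesterase genes of Fig. 7E, 9 were abundant enough to be tested, with a median log2 fold change of -0.57 (camera adjusted p = 0.27); Ces1d and Ces1e were lower and Ces2a higher, the last at no more than 6 counts in any WT library. Of the 25 genes of Fig. 7F, 22 were tested, 12 higher and 10 lower (13 and 9 by total counts only), with a median log2 fold change of 0.02 (camera adjusted p = 0.745). Those with an adjusted p under 0.05 were Pla2r1, Pla2g12a, Plagl1, Plcl2 and Pld3, which were lower, and Plcd1 and Pla2g4a, which were higher. Without WT replicate 1 or WT replicate 3 none of the genes of Fig. 7F passed, where 9 and 7 had an unadjusted p under 0.05. Pla2r1, which encodes a phospholipase A2 receptor, fell from 37.8 ± 2.48 to 18.2 ± 2.73 CPM (SD, n = 3 each), a log2 fold change of -1.05 (adjusted p = 0.0108, same test). Pla2g4a rose from 19.3 ± 1.53 to 35 ± 6.89 CPM (SD, n = 3 each), a log2 fold change of 0.86 (adjusted p = 0.0228, same test). Camera's direction, higher for Fig. 7D and lower for Fig. 7F, reversed for Fig. 7D without Ocln-KO replicate 2 (adjusted p = 0.823) or WT replicate 2 (0.95) and for Fig. 7F without Ocln-KO replicate 1 (0.946), none of them past the threshold.

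**Figure D4:**
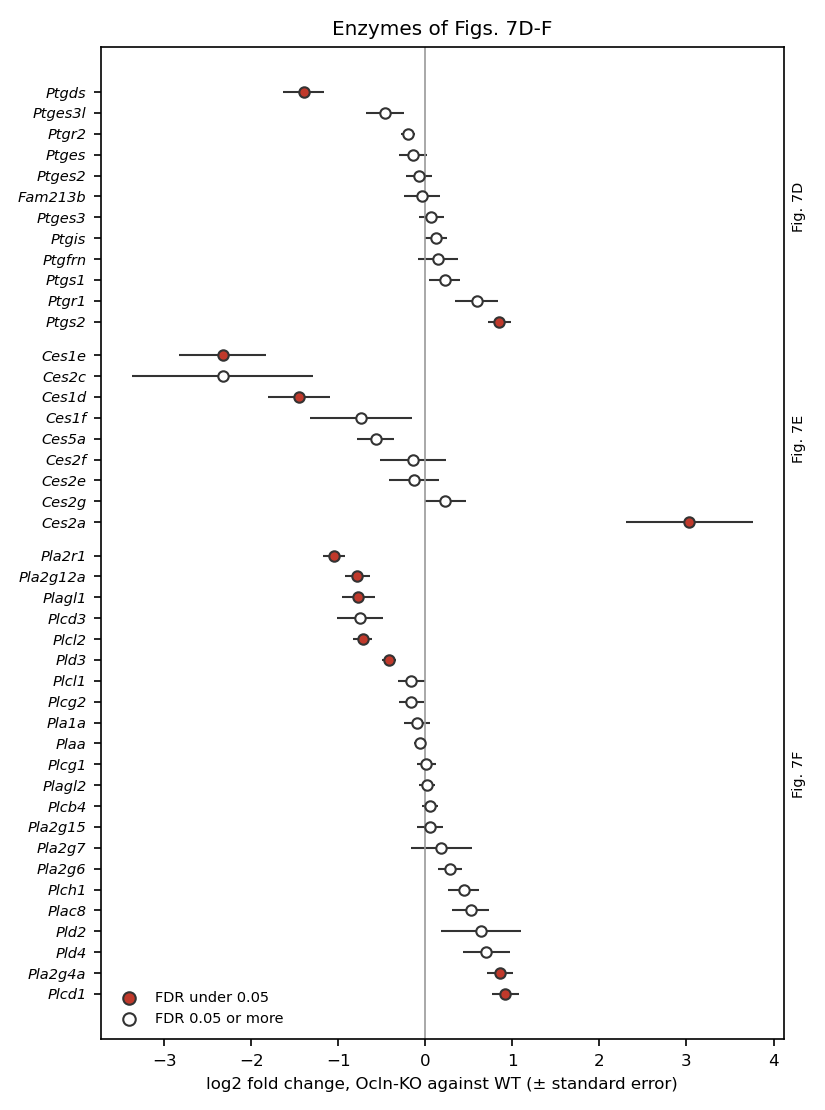
Log2 fold change, Ocln-KO against WT, of the tested genes of Figs. 7D, 7E and 7F; error bars are standard errors and filled points have an adjusted p under 0.05. The points of Fig. 7D and Fig. 7F fall on both sides of 0, with medians of 0.02.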

Heatmap analysis on the transcriptomes and proteomes results showed that several related members were also significantly downregulated or altered in each of these pathways (**Figures 7D-F**, red arrows). The redox-sensitive metabolic-associated enzyme catalase was found to be enriched in clear cells of WT epididymis but significantly downregulated in the OCLN-deficient epididymis (**Figure 7G**). Based on all these results, we proposed a model for the OCLN-promoted metabolic pathways, especially lipid catabolism in the epididymal epithelial cells under physiological conditions and in pathological conditions after *Ocln* ablation, as shown in **Figure 8**. This involves impaired luminal acidification due to loss of clear cells (**Figures 8A, B**), as well as downregulated catabolic enzymes in DAG-related lipid metabolism and the subsequent arachidonate and eicosanoid pathways in *Ocln-*KO epididymis (**Figure 8C**).

**Figure 7:**
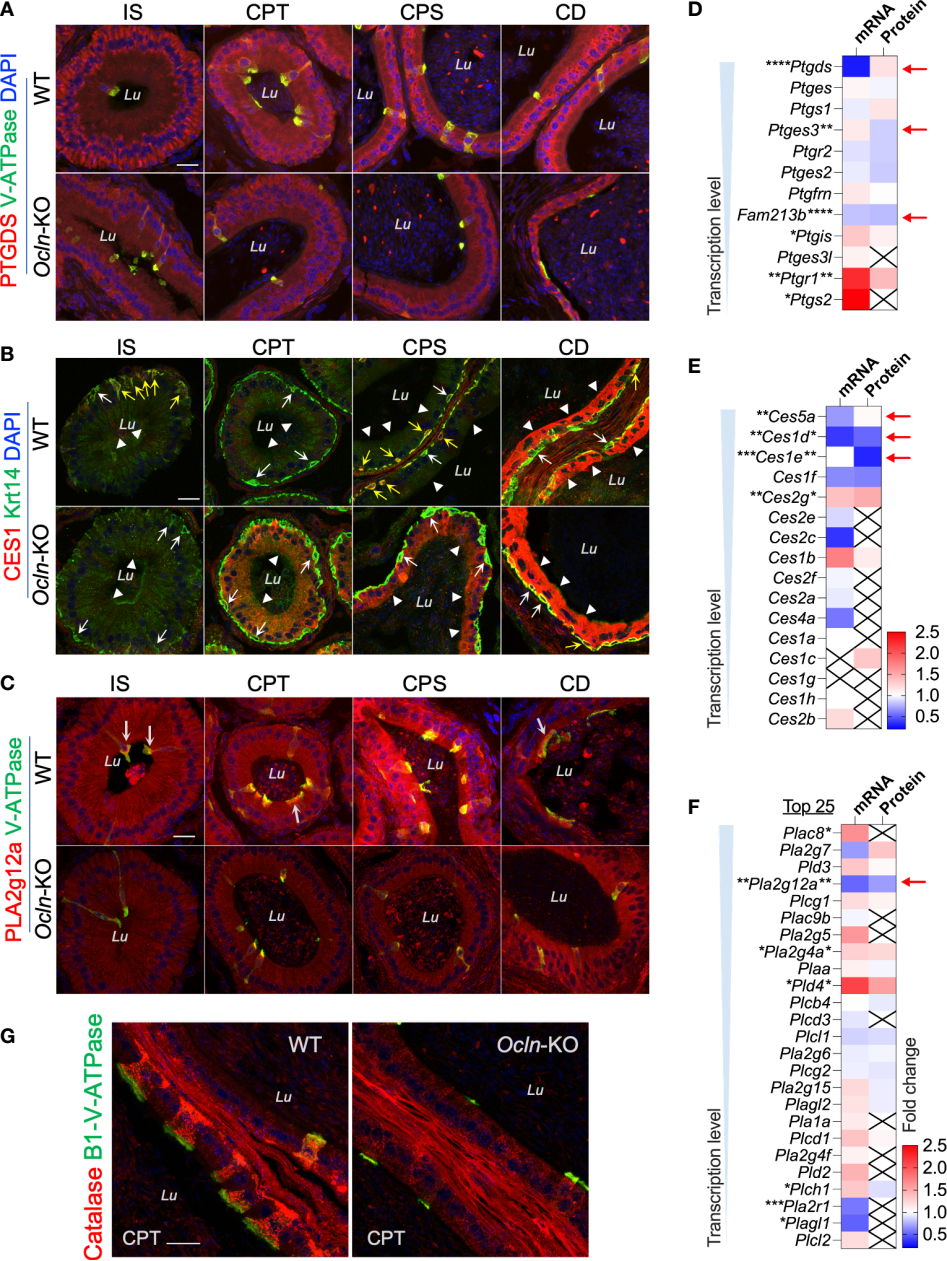
Expression levels of genes relating to lipid metabolism in the epididymis of *Ocln*-KO compared to WT mice. **(A)** Regional distribution and cellular localization of prostaglandin enzyme PTGDS in WT and *Ocln-*KO mouse epididymis. **(B)** Double-immunofluorescent labelling using a pan-CES1 antibody (red) with the basal cell marker Krt-14 (green) showing the regional distribution and cellular localization of CES1 in WT and *Ocln-*KO mouse epididymis. White arrows: basal cells with negligible CES1 labelling. Yellow arrows: basal cells with intense of CES1 immunofluorescent labelling. Arrowheads: principal cells. **(C)** Regional distribution and cellular localization of PLA2g12a in WT and *Ocln-*KO mouse epididymis. Arrows: enriched PLA2g12a in the apical domain of clear cells labeled in green for B1-V-ATPase. **(D-F)** Heatmaps of the DEGs relating to arachidonate-associated derivatives converting enzymes **(D)** and carboxylate esterases **(E)**, and membrane-associated or secreted phospholipases **(F)** in the transcriptomes and proteomes of mouse whole epididymis. Arrows indicated the genes significantly downregulated in the transcriptomes and/or proteomes. **(G)** Immunolabelling of epididymal cryosection showing enriched catalase in clear cells of WT epididymis and the obviously decreased expression in the clear cells of *Ocln-*KO epididymis. Lu, lumen; IS, initial segment; CPT, caput; CPS, corpus; CD, cauda epididymidis. Data were analyzed by two-tailed unpair t-test; *P< 0.05 and **P< 0.01, ***P< 0.001, ****P< 0.0001 (n>3 mice per group). Scale bar 20 µm.

**Figure 8:**
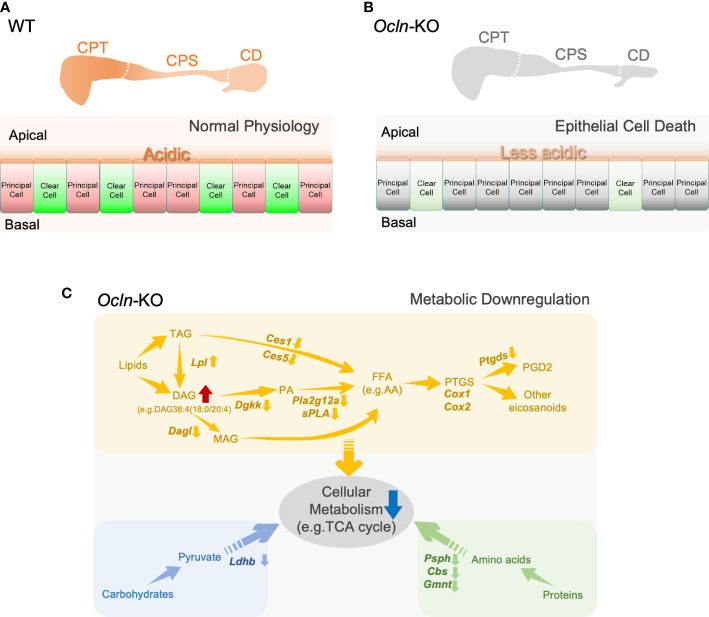
Schematic representation of a proposed model for OCLN-promoted acid-secretion and metabolic homeostasis and suggested a role of lipid catabolic enzymes in the mouse epididymis. **(A, B)** The proposed model of OCLN-promoted epithelial cells survival under normal physiological conditions in WT epididymis or impaired luminal acidification due to loss of clear cells under pathological conditions in *Ocln-*KO epididymis. **(C)** A schematic representation model illustrating the involvement of catabolic enzymes in metabolism in the epithelial cells especially the arachidonic fatty acid and eicosanoid pathways significantly altered in the *Ocln-*KO epididymis. AA, arachidonic acid; FFAs, free fatty acids; PTGS, prostaglandin-endoperoxide G/H synthase or COX1/COX2; GPLs, glycerolphospohlipids; PA, phosphatidic acid; LPA, lysophosphatidic acid; DAG, diacylglycerides; MAG, monoacylglycerols; TAG, triacylglycerides. See text for more details.

## Discussion

In the epididymis, the epithelial cells themselves are not only responsible for the metabolism, but also nourish the spermatozoa maturing in the luminal microenvironment to keep spermatozoa in a quiescent state. One feature is the acidic luminal microenvironment maintained during spermatozoa transiting and undergoing maturation in the epididymis. The present study shows that tight-junction OCLN, located at the apical junction membrane of principal cells of proximal epididymis, is involved in ensuring epididymal integrity, acid secretion, and cellular metabolism, thereby ensuring male fertility.

The role of OCLN in promoting lipid metabolism and acid secretion is in line with the general understanding that the final products of metabolism are carbon dioxide (CO_2_), energy (e.g. ATP) and water. In the epididymis, it has been known that both luminal acidification and regulation of metabolism play essential roles in sperm maturation, as illustrated in the proposed model in **Figure 8**. Both epididymal acidification and metabolic syndromes, especially lipid metabolism disorders, are associated with male reproductive defects and infertility (16, 19–21, 47–50). A common feature shared by metabolism and acid secretion is the regulation of acid-base balance. As in other biological systems, CO_2_ hydrolyses spontaneously in water to become bicarbonate, and CO_2_-bicarbonate equilibrium is an essential process contributing to acid-base balance in the epididymis (8, 16, 46). Together with pumps and transporters, including CO_2_-bicarbonate permeable anion channels in principal cells, such as CFTR (2, 4), the clear cells expressing abundant proton pump V-ATPase play an indispensable role in luminal acidification of epididymis (15, 16, 51, 52). The purinergic agonist ATP, presumably released from the epididymal principal cells through CFTR anion channel and fluid transporter AQP9 (53–56), and its metabolites liberated in the epididymal lumen, also contribute to acid-base balance by activating clear cells and promoting acid secretion (57, 58). Increased apoptotic epithelial cells in the lumen, accompanying decreased clear cell population in the late rather than early postnatal age of *Ocln-*KO epididymis suggested that clear cells are sensitive to the loss of OCLN. The loss of clear cells can be due to an increase of apoptosis and/or impaired cell proliferation. Our results showed that clear cells can still be differentiated at the early age, although impaired clear cell differentiation cannot be excluded. In addition, our results supported an increase of apoptosis or programmed cell death of clear cell from the prepubertal age during sperm arrival and throughout adulthood rather than earlier postnatal age. Our results also implied that clear cells might undergo programmed cell death through different mechanisms, which deserve further investigation. This phenomenon suggests the involvement of survival signal, such as arachidonate-signaling for clear cell maintenance. And prostaglandin PGD2 has been reported to regulate epididymal epithelial apoptosis (59), whereas OCLN ablation can lead to epithelial apoptosis (60). We speculate that this prostaglandin-mediated signaling pathway is essential after sperm arrive in the epididymis due to the increased metabolic load from spermatozoa. This scenario also explains the degenerative phenotype of distal epididymis in the OCLN-deficient adult mice. Confocal immunofluorescent imaging of epididymal cryosection detected OCLN located at the apical junctions of principal cells in the WT proximal epididymis, whereas degenerated tubular defects are often observed in the distal epididymis. These results suggested that OCLN also plays an essential role in the regulation of acid-base balance and cellular metabolism by involving long-distance signaling pathways across proximal to distal compartments of the epididymis, suggesting the role of OCLN in secretion (61, 62), as well as cell-to-cell crosstalk for the homeostatic regulation in the epididymis (4, 5, 8, 51).

To elucidate the signaling pathways involved in OCLN-promoted metabolism and acid-base balance, we employed omics-based bioinformatics analysis. 

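Apart from the genes the paper names, the 5 genes with the largest fall among those with an FDR under 0.05, no overlap between the genotypes and a mean of at least 1 CPM over the 6 libraries were Crhbp, Acsm2, Slc1a1, Cadps and Gm12240. Crhbp, which encodes a corticotropin-releasing hormone binding protein, had 2.9 ± 0.799 CPM (SD, n = 3) in WT and at most 3 counts in each Ocln-KO library, so that it was at least 31.5-fold lower (adjusted p = 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Slc1a1, a glutamate transporter gene, fell from 31.1 ± 1.91 to 1.27 ± 1.06 CPM (SD, n = 3 each), a log2 fold change of -4.62 (standard error 0.66, adjusted p = 0.0144, same test). Acsm2, an acyl-CoA synthetase gene, fell by 5.37 on the log2 scale (adjusted p = 0.0257, same test). The size of this fall is uncertain, since the Ocln-KO libraries held 6, 0 and 0 counts of Acsm2. Its log2 fold change was -9.55 without Ocln-KO replicate 1 and -4.79 without Ocln-KO replicate 3. Cadps and Gm12240 each fell by 4.08 on the log2 scale (adjusted p = 0.00849 and 0.0169, same test). With a library left out, the adjusted p of the 5 genes rose to between 0.0518 and 0.106 at most.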

The DEGs in OCLN-deficient epididymis revealed that the significantly downregulated genes are mostly the enzymes relating to metabolism. The top impaired pathways include those associated with lipid catabolism, especially the catabolic enzymes relating to arachidonic acid and its derivatives, eicosanoids, such as *Ptgds* and *Pla2g12a*. PTGDS is a lipocalin-type prostaglandin D synthase that catabolizes the arachidonic acid epoxide derivative prostaglandin H2 to PGD2 (63). PLA2g12a is a non-membrane-bound soluble form of PLA2, also known as lipoprotein‐associated PLA2, which acts both extracellularly and intracellularly (64, 65). It has been known that cyclooxygenase (COX, also known as prostaglandin-endoperoxide G/H synthase) and arachidonic acid-derived eicosanoid system play essential role in epididymal function and male reproduction (6, 66, 67), especially the prostaglandin D2 pathway in the epididymis (59, 68). Prostaglandins, the major family in eicosanoid system, are bioactive lipid mediators derived from phospholipid hydrolysis by combined activities of PLA2 and COX or lipoxygenases. 

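Ptgs1, which encodes COX1 (chromosome 2, 36216742 to 36258593), had 181 ± 4.73 CPM in WT and 211 ± 57.6 CPM in Ocln-KO (SD, n = 3 each). The log2 fold change of 0.22 (standard error 0.18, adjusted p = 0.466 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) lay within the spread of the Ocln-KO libraries, and it was 0.03 without Ocln-KO replicate 1 and 0.41 without Ocln-KO replicate 3 (adjusted p = 0.934 and 0.0524, same test). Ptgs2, which encodes COX2 (chromosome 1, 150100031 to 150108234), had 10.1 ± 0.583 and 18.2 ± 1.53 CPM (SD, n = 3 each), with no overlap between the genotypes. Its log2 fold change was 0.85 (standard error 0.13, adjusted p = 0.0164, same test) and lay between 0.80 and 0.92 with libraries left out, where the adjusted p was at most 0.0887.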

Transcriptomes showed no obvious changes in COX1 expression, though COX2 was slightly increased, whereas the cellular immunofluorescent results showed altered cellular localization of COX1 from Golgi organelles in the WT cells to a pattern of dispersed throughout cytoplasm of *Ocln-*KO epithelial cells (**Supplementary Figure 5**). Cellular localization analysis showed that both PTGDS and PLA2g12a proteins, the enzymes relating to prostaglandin catabolism, were present in the intracellular cytoplasmic organelles of WT epididymal epithelial cells and sporadically in some large debris in the lumen. PTGDS was enriched in the endoplasmic organelles near peri-nuclear and basolateral domains of epididymal principal cells. PLA2g12a was abundant in the apical domain of clear cells and at a weak level in the cytoplasm of principal cells. In view of the oxidative labile property of epoxide derivative prostaglandin H2, the production of eicosanoids is determined by the sources of arachidonic acid and the sub-compartmentalized enzymes. Thus, the distinct cellular localization of PLA2g12a and PTGDS suggests that arachidonic acid and PGD2 exert their signals in distinct subcellular compartments of epididymal epithelial cells and in the luminal contents, which are perturbed in OCLN-deficient epididymis. In addition, the enriched expression of PLA2g12a and PTGDS in clear cells of WT epididymis but decreased in the OCLN-deficient epididymis are also consistent with the notion that clear cells also participate in lipid metabolism in the epididymis.

Fatty acid chains conjugated to DAG and/or TAG are an important source of arachidonic acid and thus are important upstream precursors of lipid-mediated signaling pathways. Arachidonic acid is a 20-carbon unsaturated fatty acid chain containing four double-bonds. Our results showed that impaired release of free long-chain fatty acids, such as arachidonic acid, from DAG is one of the major defects in the OCLN-deficient epididymis. This notion is supported by our lipidomic data, in which DAG38:5(16:0/22:5) with long fatty acid unsaturated chains in the proximal epididymis and arachidonate-conjugated DAG38:4(18:0/20:4) in the distal epididymis were significantly accumulated in the OCLN-deficient epididymis. In addition, the enzymes known to be involved in this process were all downregulated, including *Dagl, Dgkk* and *PLA2g12a*. 

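Dagla (chromosome 19, 10245265 to 10304877) had 15.5 ± 3 CPM in WT and 10.3 ± 1.84 CPM in Ocln-KO (SD, n = 3 each), a log2 fold change of -0.59 (standard error 0.20, adjusted p = 0.101 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across 14 alternatives its adjusted p lay between 0.0525 and 0.283. Daglb (chromosome 5, 143464484 to 143504442) had 13.4 ± 0.75 and 12.3 ± 1.03 CPM (SD, n = 3 each), and its log2 fold change of -0.13 (standard error 0.13, adjusted p = 0.566, same test) was within the spread. Dgkk, a diacylglycerol kinase gene on chromosome X (6779306 to 6948363), had 57.8 ± 12 and 11.1 ± 7.37 CPM (SD, n = 3 each), a log2 fold change of -2.38 (standard error 0.52). It was lowest in Ocln-KO replicate 3, at 2.99 CPM, and with libraries left out its adjusted p lay between 0.00217 and 0.126.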

Regarding TAG, under normal physiological conditions, our results showed that a large proportion of the TAG species containing the unsaturated 22-carbon fatty acid chain, TAG58:7(22:6), was converted to other forms in the distal versus proximal epididymis. However, this conversion remained effective in the *Ocln-*null epididymis, suggesting that releasing unsaturated long fatty acid chains from TAG58:7(22:6) was independent of the loss of OCLN and/or there is a compensation conversion pathway upregulated. 

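Lpl (chromosome 8, 68880555 to 68906932) had 24.8 ± 2.96 CPM in WT and 21.3 ± 8.76 CPM in Ocln-KO (SD, n = 3 each), a log2 fold change of -0.21 (standard error 0.26, adjusted p = 0.629 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within the spread between libraries. Ocln-KO replicate 3, at 31.5 CPM, lay above the WT libraries and the other Ocln-KO libraries below them, at 16.2 and 16.4 CPM. Without Ocln-KO replicate 3 the log2 fold change was -0.61 (adjusted p = 0.0377, same test), and across 14 alternatives it was never above -0.04.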

Consistent with both speculations, the content of TAG58:7(22:6) in the caput epididymidis was slightly decreased, indicating a net reduction in the synthesis of this TAG component, and triglyceride lipase *Lpl* expression was slightly upregulated in *Ocln-*null epididymis.

In addition to the PLA2 lipid-releasing enzymes, our omics results also suggested that the ester lipase carboxylic esterase enzymes, including CES1 and CES5, may also be involved in releasing fatty acid acyl chain from esters dependent on the function of OCLN. It has been known that CES1 enzymes can hydrolyze fatty-acid chains from conjugated lipids, including DAG and TAG and cholesteryl esters (45, 69). 

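Ces5a (chromosome 8, 93499063 to 93535879) had the highest CPM of the carboxylesterase genes of Fig. 7E, at 4327 ± 414 CPM in WT and 2922 ± 790 CPM in Ocln-KO (SD, n = 3 each). Each WT library lay above each Ocln-KO library, and the log2 fold change was -0.57 (standard error 0.21, adjusted p = 0.12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave an adjusted p of 0.0319, the only one under 0.05 among 14 alternatives, over which it ran up to 0.299. Without Ocln-KO replicate 3, at 2013 CPM, the log2 fold change was -0.36.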

We speculate that CES is essential for cholesteryl ester hydrolysis, and if the arachidonic acid is the acyl link in the cholesteryl esters (45), then it also affects the arachidonic acid downstream pathways, causing the defective phenotype as in *Ocln-*KO. Our immunofluorescent labelling results showed that, in the WT epididymis, CES1 is predominantly expressed in basal cells from proximal to distal regions, and only in principal cells in distal regions. However, CES1 was significantly upregulated in principal cells but decreased in basal cells of caput epididymidis of OCLN-deficient mice. A potential role for basal cells in epididymal lipid homeostasis has been reported (70). The altered cellular localization of CES1 enzyme in basal cells and principal cells after the *Ocln* ablation deserves further investigation.

In summary, we have demonstrated that tight-junction protein OCLN promotes cellular metabolism, especially fatty acid catabolism and signaling, maintains the survival of proton-pump V-ATPase expressing clear cells and thereby acidity of the lumen, and ensures epididymal integrity for sperm maturation and male fertility. Notably, the cellular localization of OCLN in the apical junctional membrane of epididymal principal cells suggests that OCLN may exert its function through regulation membrane-related activities. Impaired acid-base balance, cellular metabolism and intracellular communication are also consistent with the involvement of OCLN in epithelial transport processes to maintain epididymal homeostasis. Epithelial transport involves extensive membrane events and the role of OCLN-dependent membrane-associated activities in epididymal cells remains unclear and deserves further investigation.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: The RNA-sequencing data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO series accession number GSE166141 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166141). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the iProX partner repository, with the dataset identifier PXD037690 (http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PXD037690).

## Ethics statement

All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of ShanghaiTech University. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

WS conceptualized, experimental designed, data analysis, curation, and interpretation. WS and BL wrote the manuscript. BL and BZ performed most of the experiments. DG performed the animal phenotypic analysis as well as some omics and imaging experiments. XX performed some imaging experiments. QL participated in experiments of IVF and ICSI experiments. All authors contributed to the article and approved the submitted version.

## Funding

This work was financially supported by the National Natural Science Foundation of China (NNSFC 31871166, 82071704), and ShanghaiTech University.

## Acknowledgments

The authors thank all the staff of ShanghaiTech core facilities for their technical support, especially Dr. Xiao-Ming Li of Imaging Core Facility Dr Pi-Liang Hao of Mass Spectrometry Core Facility and Dr Ying Xiong of Cell & Molecular Core Facility.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Epididymal epithelial degeneration and lipid metabolism impairment account for male infertility in occludin knockout mice
**Source:** Front Endocrinol (Lausanne). 2022 Nov 28;13:1069319. doi: 10.3389/fendo.2022.1069319
**Supplement:** Supplementary file 6

Supplementary Table 1: List of Antibodies used in this study.

| **Antibody** | **Raised in** | **Source** | **Catalog** | **Work ConC.** |
| --- | --- | --- | --- | --- |
| Anti-Occludin | Rabbit | Gift from professor Breton |  | IF 1:100;  WB 1:2000 |
| Anti-B1-VATPase | Chicken | Gift from professor Breton |  | IF 1:60 |
| Anti-PLA2g12a | Rabbit | Absci | AB43382 | IF 1:200 |
| Anti-CK14 | Chicken | Millipore | MAB3232 | IF 1:200 |
| Anti-Keratin 18 | Mouse | Biolegend | 617201 | IF 1:100 |
| Anti-γH2AX | Rabbit | CST | 2577S | IF 1:100 |
| Anti-Actin | Mouse | Sigma | A5441 | WB 1:100000 |
| Anti-Catalase | Mouse | Santa Cruz | sc-271803 | IF 1:100 |
| Anti-Prostaglandin D Synthase | Rabbit | Abcam | ab182141 | IF 1:100 |
| Anti-CES1 | Rabbit | antibodies-online | ABIN5708325 | IF 1:100 |
| Anti-COX-1 | Mouse | Cayman Chemical | 160110 | IF 1:100 |
| FITC, anti-chicken antibody | Donkey | Jackson | 703-095-155 | IF 1:200 |
| FITC, anti-rabbit antibody | Donkey | Jackson | 111-095-144 | IF 1:200 |
| Cy3, anti-chicken antibody | Donkey | Jackson | 03-165-155 | IF 1:800 |
| Cy3, anti-rabbit antibody | Donkey | Jackson | 711-165-152 | IF 1:800 |
| Cy3, anti-mouse antibody | Donkey | Jackson | 715-165-150 | IF 1:800 |
| HRP, anti-mouse | Donkey | Jackson | 715-036-151 | WB 1:100000 |
| HRP, anti-rabbit | Donkey | Jackson | 711-036-152 | WB 1:100000 |

Note: IF: immunofluorescent labelling; WB: western blotting analysis.

How the deposited data were processed for this re-analysis (not part of the article)

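Whole-epididymis transcriptomes of adult WT and Ocln-KO mice were analysed, 3 libraries of each genotype and 6 in all. The paper's methods state that RNA was extracted separately from 3 pairs of mice, and also speak of pooled RNA samples. Here n therefore counts libraries, and whether each holds the RNA of 1 mouse is not stated outright. What the members of a pair share is not stated either, and the libraries were compared as unpaired. An extraction protocol in the sample records names prefrontal cortex, while the records' tissue and the paper give epididymis; epididymal transcripts such as Crisp1, at 14891 CPM in WT, were abundant in the libraries. As the paper describes, total RNA was extracted with Trizol, depleted of rRNA and made into directional libraries, which were sequenced in a single lane as paired ends. The authors removed adaptor and low-quality reads, aligned the rest to GRCm38 with hisat2 and assigned reads to genes with HTSeq. The values the authors deposited are the raw count of each gene in each library, without normalization; they are whole numbers whose totals differ between libraries. The paper's text names neither the counting mode, nor the strand setting, nor the treatment of reads that align to several places. Gapdh, chosen after its values were seen, had 9.92 ± 1.46 CPM in WT (SD, n = 3), and some listed genes, such as Abhd16a, had no count in any library; the cause was not tested. Tests compare libraries gene by gene, and any comparison of levels between genes, as among the carboxylesterases or between adipocyte markers and the shortlist, carries this limit. The RPKM values, the proteomes and the lipid measurements of the paper are not analysed here.

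Each column of the table was matched to its sample by name and replicate number, with 0 columns unmatched. Gene symbols were used as listed. Of the symbols, 28 had been turned into dates by a spreadsheet (0.14% of all counts) and 2 were repeated. Coordinates come from the RefSeq annotation of GRCm38.p6, the build of the alignment, in which 92.4% of the tested genes have an entry.

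Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr with the genotypes as groups, which left 19691 of the 32046 genes with a count. Libraries were scaled by TMM factors, dispersions were estimated with estimateDisp (common dispersion 0.0577), and the genotypes were compared with glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment over all genes tested. DEGs had a fold change over 2 or under 0.5 and an FDR under 0.05, the thresholds of the paper's methods. Standard errors are the log2 fold change divided by the square root of the F statistic. A value at or under 3 counts was treated as a limit, and where each library of a genotype was at or under it the fold change was given as a bound. Total counts per library ran from 30646424 to 38870780 and effective sizes after TMM scaling from 31860861 to 37410050, so 3 counts equal between 0.0802 and 0.0942 CPM; intervals and limits of this kind cover counting error only. With 3 libraries against 3, no exact two-sided permutation test can give a p under 0.1, so none is printed for single genes.

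Gene lists were tested with limma's camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01 between genes. Benjamini-Hochberg adjustment ran over the 7 lists taken from the paper (Figs. 3B, 6K, 6L, 7D, 7E and 7F and the V-ATPase subunits) and separately over 11 marker lists. The figure lists were kept as printed, and the name of a list does not mean that each member is an enzyme of that class. The marker lists stand for clear cells outside Fig. 3, basal cells, macrophages, lymphocytes, spermatids and sperm, the initial segment and caput, the distal epididymis, smooth muscle, adipocytes, blood and tight junctions. A list of 10 general epithelial genes was added after the data were examined and before its values were seen.

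The genes named are those of the lists, those the paper's text names for their transcripts, and the 5 largest rises and 5 largest falls among other genes with an FDR under 0.05, no overlap between the genotypes and a mean of at least 1 CPM. Gapdh, Naip1, Naip3 and Naip6 were singled out after their values were seen. The rule, the lists apart from the epithelial one, the main tests and the alternatives were set before the data were examined.

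The fits were tested on simulated counts drawn from the means, dispersions and library sizes of these libraries, with 200 genes changed 4-fold. At an FDR under 0.05, edgeR recovered 82.5% of them and called 8 of the unchanged genes among the 19108 tested. limma-voom recovered 79.5% and called 11 unchanged genes, and DESeq2 recovered 89.5% and called 68 unchanged genes among 19691. The changed genes were taken from those above a minimum mean count, so the recovery does not cover genes with few counts. Genes were drawn independently, with the same dispersion in both genotypes. The wrong calls therefore do not cover an outlying library such as Ocln-KO replicate 3. The alternatives were DESeq2, limma-voom, RLE factors, total counts only, factors without the 20 most abundant genes, no count filter, at least 10 counts in every library, a replicate block, glmTreat at 2-fold, no fold change threshold, fry and camera with an estimated correlation for the lists, and each library left out in turn.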

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

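The tests of caput tissue, of variants around Ocln and of a lower share of epithelium were chosen after the results were seen, and the epithelial genes were listed after the data were examined; the other tests in this part were set before.

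Several genes that the paper does not discuss were higher in Ocln-KO than in the WT control libraries. The 5 largest rises by the fixed rule were those of Spag11b, BC023105, Gm26550, 4933406B17Rik and 1700019L22Rik, with log2 fold changes of 8.56, 5.17, 3.95, 3.86 and 3.83. Gpx5 and Defb15, from the list of initial segment and caput markers, rose by 6.12 and 3.18 on the log2 scale. Their libraries were uneven. Spag11b had 1.09, 144 and 215 CPM in Ocln-KO replicates 1, 2 and 3 and at most 0.527 CPM in WT, and its adjusted p of 0.0314 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment became 0.566 with limma-voom. Over the 13 alternatives that gave a value for Spag11b, the adjusted p ran from 1.8e-06 to 0.566. Gpx5 had 256, 7264 and 10039 CPM in Ocln-KO and between 26.3 and 172 CPM in WT (adjusted p = 0.0359, same test; from 0.000148 to 0.14 over 14 alternatives). BC023105 ran the other way, with 64.6, 12 and 2.69 CPM, and without Ocln-KO replicate 1 its log2 fold change was 3.33.

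A candidate explanation for the rise of Gpx5, Spag11b and Defb15 is more caput tissue in the Ocln-KO samples. The other markers of that list did not rise as a set: their median log2 fold change over 6 genes was -0.03, with 3 higher, and the abundant ones stayed near their WT level (Adam7 at 7457 CPM in WT and 6927 CPM in Ocln-KO, Lcn5 at 4928 and 5058 CPM). A median near 0 over genes that go both ways leaves the explanation open, since a small added share of caput would be hidden in genes at so high a level. Reads shared among the beta-defensin and Gpx5-like families were not traced. The paper reports an enlarged caput in Ocln-KO mice, a biological difference that was not tested as the source of the rise.

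The macrophage markers rose by a median of 0.6 and the lymphocyte markers by a median of 1.28 on the log2 scale. All 11 macrophage genes and all 6 lymphocyte genes tested were higher, and camera gave an adjusted p of 0.00104 for each list. More macrophages and lymphocytes in the Ocln-KO samples may account for part of the genes that were higher. The limits are several: under fry only the lymphocyte call held (adjusted p = 0.013, against 0.104 for macrophages), neither held with an estimated correlation (0.45 and 0.225), and 4 of the 10 splits of the 6 libraries into 3 and 3 gave a camera p as small for macrophages and 2 of the 10 for lymphocytes. With 10 splits the share cannot fall under 0.1, so the splits cannot decide. Without Ocln-KO replicate 3 the macrophage median was 0.35. Of the lymphocyte markers, 2 of the 6 genes tested exceeded 1 CPM in WT; the most abundant, Jchain, rose from 1.31 to 5.83 CPM. It and Ptprc, a macrophage list gene that other leukocytes also express and that rose from 13 to 38.1 CPM, were the only genes of their lists with an adjusted p under 0.05 (log2 fold changes 2.15 and 1.54; adjusted p = 0.0137 and 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without WT replicates 1 and 3 no macrophage gene passed, where 5 and 4 had an unadjusted p under 0.05, and without Ocln-KO replicate 1, 8 passed. Without WT replicates 1, 2 and 3 no lymphocyte gene passed, where 2, 3 and 5 had an unadjusted p under 0.05, and without Ocln-KO replicate 1, 3 passed. The most abundant macrophage marker, Lyz2, rose from 59.7 to 102 CPM, with 163 CPM in Ocln-KO replicate 3 alone. A larger number of cells and a change within cells were not tested apart. The paper reports tissue resembling a sperm granuloma between caput and corpus in Ocln-KO mice, which was not tested as the source of the rise.

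The smooth muscle markers rose by a median of 0.53, with all 7 genes higher (camera adjusted p = 0.00259; fry 0.104; estimated correlation 0.45), and 3 of the 10 splits gave a camera p as small. The genes with an adjusted p under 0.05 were Myh11 and Actg2, and neither passed without WT replicate 1, 2 or 3 or Ocln-KO replicate 2. The number passing was 5 without Ocln-KO replicate 1 and 5 with DESeq2. A lower share of epithelium would raise the markers of every other cell type alike. The blood transcripts, with a median of -1.90 on the log2 scale, and the adipocyte markers, with -2.05, went the other way by camera (adjusted p = 0.00466 for each list). Neither call holds under fry (0.0837 and 0.104). The blood and fat left on the tissue can differ between samples, so their fall cannot decide whether that share was lower. The 10 general epithelial genes had a median of -0.21, with 2 higher, and did not pass the camera test (unadjusted p = 0.213). A lower share of epithelium therefore stays open. A change in smooth muscle itself stays open, as does a difference in the fat or blood left on the tissue. The basal cell markers, with a median of 0.21 (camera adjusted p = 0.158), did not pass.

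The tight junction genes had a median log2 fold change of 0.21, with 11 of 14 higher (camera adjusted p = 0.0357; fry 0.104; estimated correlation 0.479). 3 of the 10 splits gave a camera p as small. The set did not pass without Ocln-KO replicate 1, where its median was 0.06 and its adjusted p 0.229, without WT replicate 1 (0.079), or scaled by total counts only (0.0519). Within it, Cldn4, Cldn10, Marveld2 and Tjp1 rose by 1.07, 2, 0.89 and 0.42 on the log2 scale (adjusted p = 0.00771, 0.0316, 0.0257 and 0.0299 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the set, 0, 2 and 1 genes passed without WT replicates 1, 2 and 3, where 6, 6 and 7 had an unadjusted p under 0.05. The number was 5, 1 and 5 without Ocln-KO replicates 1, 2 and 3. A larger share of epithelium could raise the tight junction genes. The 10 general epithelial genes had a median of -0.21, with 2 of the 10 higher, which does not go with it, but the set as a whole did not pass the camera test, so the explanation stays open. Marveld2 also lies beside Ocln, within 1 Mb, so its rise may share the source of the rises of other neighbours of the targeted locus. A response of the other junction genes to the loss of Ocln is a biological explanation that was not tested.

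Naip1, Naip3 and Naip6, near Ocln on chromosome 13, rose by 2.36, 1.92 and 1.07 on the log2 scale (adjusted p = 0.0098, 0.0376 and 0.0476 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their adjusted p rose to at most 0.0708, 0.14 and 0.164 with a library left out, and that of Marveld2 to 0.11. These calls, on which the counts of genes below rest, thus depend on single libraries. The Naip genes belong to a family of near-identical copies whose reads the authors' counting could have split, so each value is uncertain. They were picked after their values were seen. Variants of another mouse strain around the targeted locus might raise genes there. Within 1 Mb of Ocln, 4 of 24 genes, these 3 and Marveld2, had an FDR under 0.05, all higher, against 9.11% of the rest (one-sided Fisher's exact p = 0.171). Within 5 Mb and 10 Mb there were 12 of 78 and 17 of 132 genes, at Fisher's exact p = 0.0496 and 0.0924. For higher genes only the 3 values were 0.0138, 0.0119 and 0.0793. These 6 tests were not adjusted for their number, the windows and the side were chosen after the genes were seen, and genes beside each other share regulation, so strain variants cannot be told apart from an effect of the lost gene or of the deletion on its neighbours.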

How the results depend on the processing

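No alternative and no test in this part was chosen after the results were seen. The genes counted here are 91 that the text names apart from Ocln, a list drawn up after their values were seen. Where no cause is given, the cause was not tested.

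Ocln kept its direction and its call in all 14 alternatives, with log2 fold changes between -2.56 and -2.41 and adjusted p-values from 1.58e-74 to 0.017. Left out in turn, the libraries gave -2.56 to -2.44.

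DESeq2 gave 563 higher and 551 lower, with 293 and 334 of the main DEGs shared, where 11202 genes had no adjusted p-value. Without a fold change threshold there were 770 and 992. glmTreat, which tests against a 2-fold change itself, gave 1 and 10, where 690 genes had an unadjusted p under 0.05. Across the 6 fits that each left out one library, the higher DEGs ran from 4 to 401 and the lower from 19 to 389. The low end was without WT replicate 1; without WT replicate 3 there were 15 and 32, without WT replicate 2 there were 56 and 103, and without Ocln-KO replicate 2 there were 116 and 182. The high end was without Ocln-KO replicate 1. Limma-voom gave 243 and 369, RLE factors 298 and 330, factors without the 20 most abundant genes 291 and 335, no count filter 405 and 450, at least 10 counts in every library 278 and 283, and total counts only 414 and 281. Under total counts 59.6% of the DEGs were higher, against 46.7%.

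The replicate numbers gave no sign of pairing. Libraries that share a number deviated from their genotype means with correlations of -0.05, -0.03 and 0. Those of unlike number gave between -0.08 and 0.13. With 3 libraries of each genotype this measure cannot exclude that the libraries are paired. With the number as a replicate block, the test gave 10 higher and 30 lower DEGs, and the tight junction list an adjusted p of 0.0558. Of the other results, 55 genes lost their call and 17 lists kept theirs. These counts say nothing about the size of the effects, since the block spends the few degrees of freedom left by 6 libraries.

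Of the 18 lists, 9 had a camera adjusted p under 0.05. With the correlation estimated from the data none of the 9 passed: the shortlist and the V-ATPase subunits gave 0.192, clear cells 0.373, lymphocytes 0.225, macrophages, smooth muscle, adipocytes and blood 0.45, and tight junctions 0.479. Under fry the shortlist, the V-ATPase subunits, the clear cells and the lymphocytes kept the call, and the macrophages, smooth muscle, adipocytes and tight junctions went to 0.104 and blood to 0.0837. The lipases of Fig. 6L passed under fry (0.0264) and with at least 10 counts in every library (0.0499), where the adipocyte list went to 0.136. With total counts only the tight junction list went to 0.0519. RLE factors, no count filter and factors without the 20 most abundant genes changed no list's call.

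With 1 library left out, the adjusted p ran from 3.66e-11 to 9.81e-08 for the shortlist, from 3.49e-05 to 0.000482 for the V-ATPase subunits and from 9.99e-05 to 0.00254 for the clear cells. It ran from 0.0164 to 0.195 for the lipases of Fig. 6L, from 0.722 to 0.968 for Fig. 7D, from 0.619 to 0.946 for Fig. 7F, from 0.0456 to 0.192 for the distal epididymis, from 0.0118 to 0.728 for the initial segment and caput, from 0.0113 to 0.811 for sperm transcripts and from 0.00679 to 0.229 for tight junctions. The lipases passed without Ocln-KO replicate 3 and without WT replicate 2 (0.0399), the distal list without Ocln-KO replicate 3, and the caput list without Ocln-KO replicate 1. The tight junction list did not pass without Ocln-KO replicate 1 or without WT replicate 1 (0.079). Camera's direction reversed from higher to lower for Fig. 7D without Ocln-KO replicate 2 (0.823) and without WT replicate 2 (0.95), and from lower to higher for Fig. 7F without Ocln-KO replicate 1 (0.946); all 3 lie far from the threshold, with medians near 0. For the sperm transcripts camera's direction was lower with all libraries, although 8 of the 10 genes were higher and the median log2 fold change was 0.12, and higher without Ocln-KO replicate 3 (0.0113), where the median was 0.56. The 8 higher genes became 2 with limma-voom and without Ocln-KO replicate 2. They became 3 with the replicate block, without Ocln-KO replicate 1 and without WT replicate 2. For the macrophage, lymphocyte, smooth muscle, adipocyte and blood lists the call held in all 6 fits, between 1.68e-06 and 0.017.

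Among the single genes, the direction of some small changes reversed in some fit; none of these had an adjusted p under 0.05 in the edgeR test. With limma-voom and with the replicate block the log2 fold change of Lcn5 became -0.07 and -0.06, and with total counts only that of Gapdh became 0.01. Over the 6 fits without 1 library, the log2 fold changes ran from -0.46 to 0.12 for Ldhb, from -0.09 to 0.15 for Cat, from 0.00 to 0.22 for Dgkz, from -0.04 to 0.11 for Dgkd, from -0.11 to 0.11 for Abhd11, from -0.38 to 0.08 for Adam7, from -0.18 to 0.37 for Lcn5, from -0.41 to 0.06 for Tfcp2l1 and from -0.16 to 0.05 for Gapdh. The reversed end came without Ocln-KO replicate 1 for Ldhb and Adam7, without Ocln-KO replicate 2 for Tfcp2l1, without Ocln-KO replicate 3 for Cat, Dgkz and Lcn5, without WT replicate 1 for Abhd11 and Gapdh and without WT replicate 2 for Dgkd.

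RLE factors and factors without the 20 most abundant genes changed no gene's call. DESeq2 made 7 calls that the edgeR test did not, and the fit with no count filter made 5. With limma-voom 10 genes lost the call and 2 gained it, and with total counts only 4 lost it and 2 gained it. Of the 80 genes left by the filter of at least 10 counts, none changed. Left out in turn, WT replicates 1, 2 and 3 cost 57, 43 and 53 genes their call, and Ocln-KO replicates 1, 2 and 3 cost 8, 32 and 3, while 5, 0 and 6 genes gained it.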

Differences from the paper's values

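The paper gives fold changes of mRNA as colours in Figs. 3C, 6K, 6L and 7D to 7F. The cells read, 54 in all, were those with an asterisk, an arrow or a mention in the text, and 8 more whose FDR was under 0.05 here; the second group was chosen after seeing the values. The other cells were not read. Values are fold changes of Ocln-KO against WT. A value differs where the paper's and the one found here are more than 1.5 times apart and further apart than the SD of the Ocln-KO libraries over the WT mean; 43 did not differ and 11 did.

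In Fig. 3C, Ldhb was about 0.5, read by eye, in the paper and 0.927 here; of the alternatives set before the data were examined, only the fit without Ocln-KO replicate 3 closed the gap. Atp6v1g3 was about 0.3 in Fig. 3C, read by eye, and 0.634 here. Aldh3a1 was about 1.0 in Fig. 3C, read by eye, and 0.0426 here. Daglb and Dagla were about 1.6 and about 1.3 in Fig. 6K, read by eye, and 0.916 and 0.666 here. Lipa and Abhd3 were about 1.5 and about 0.8 in Fig. 6L, read by eye, and 0.45 and 0.396 here. Ces1e was about 1.0 in Fig. 7E, read by eye, and 0.199 here, while in Fig. 3C it was about 0.1, read by eye, which does not differ. As the cells of this gene give unlike values for the same transcript, any single cell as read is uncertain, including which of the mRNA and protein columns its colour belongs to, and each difference given here carries that limit. Ces2a was about 0.9 in Fig. 7E, read by eye, and 8.16 here, from no more than 6 counts in any WT library. Plcl2 and Pld3 were about 1.2 and about 1.3 in Fig. 7F, read by eye, and 0.607 and 0.749 here. For these other genes none of the alternatives set before the data were examined closed the gap.

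The paper states that Dagl was lower in Ocln-KO together with Dgkk and Pla2g12a, without saying whether in mRNA, in protein or in both. Only the mRNA is set against it here. Here Dagla and Daglb had log2 fold changes of -0.59 and -0.13 (adjusted p = 0.101 and 0.566 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no alternative gave either gene an adjusted p under 0.05; the lowest were 0.0525 and 0.45. The paper states that Lpl was higher; in Fig. 6L the asterisk of Lpl follows its name, and its mRNA was about 1.0, read by eye. Here its log2 fold change was -0.21 (adjusted p = 0.629, same test) and stayed negative in all 14 alternatives, with an adjusted p of 0.0377 without Ocln-KO replicate 3.

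In Figs. 6K, 6L and 7D to 7F, asterisks stand before or after the name of a gene; those before it are taken here as those of the mRNA, which the legends do not state. Of the genes with an asterisk before the name, Ces5a and those named below had an adjusted p of 0.05 or more from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Dgkz, Dgkd, Abhd11, Ptgis, Ptgr1, Ces2g and Plch1, no alternative gave an adjusted p under 0.05; the lowest were 0.364, 0.553, 0.584, 0.318, 0.116, 0.415 and 0.107. Lipg was called by DESeq2 (0.00406), limma-voom (0.0481), no count filter (0.0212) and the fit without Ocln-KO replicate 1 (0.0322), and Aspg by no count filter (0.0358) and the fit without Ocln-KO replicate 3 (0.021). Dgka was called by DESeq2 (0.0355), total counts only (0.0441) and the fit without Ocln-KO replicate 1 (0.0445). Ddhd1 was called by DESeq2 (0.0141), total counts only (0.0419), no count filter (0.0349) and the fit without Ocln-KO replicate 3 (0.02). Pld4, and Plac8, whose asterisk follows the name, were called only by the fit without Ocln-KO replicate 1 (0.0394 and 0.0357).

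All shortlisted genes are DEGs in the paper, from RNA and protein together. Here Ldhb, Car2, Pnmt, Atp6v1c2, Atp6v1g3 and B3galt2 had an adjusted p of 0.05 or more in the mRNA. DESeq2 and the fit without Ocln-KO replicate 1 called Atp6v1g3 (0.0238 and 0.0452), limma-voom, no count filter and the fit without Ocln-KO replicate 3 called B3galt2 (0.0438, 0.0266 and 0.00129), and the fit without Ocln-KO replicate 3 called Car2 (0.0125). None of the alternatives called Ldhb, Pnmt or Atp6v1c2, whose lowest adjusted p-values were 0.0905, 0.0509 and 0.119. For the Ces5 gene that the paper names, Ces5a, DESeq2 gave 0.0319 and the edgeR test 0.12.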

Other observations

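The tests of the distal epididymis, of fat as the source of transcripts and of Ocln-KO replicate 3 were chosen after the results were seen; the other tests in this part were set before.

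The genotype split gave 628 DEGs, and the largest number in the 9 other splits of the 6 libraries into 3 and 3 was 1, so 1 of the 10 splits reached it. With 10 splits a share under 0.1 cannot be had. With all libraries thinned to 30646424 counts, the smallest total, there were again 628 DEGs, of which 591 were shared, which argues against the difference in library size as the cause. With each library's trend over GC content and transcript length removed, the 17172 genes with both values (87.2%) gave 514 DEGs, against 546 without the correction, and 476 were shared. With library sizes and factors computed without the 20 most abundant genes there were 626. The other splits gave next to no DEGs, but 10 splits alone cannot exclude chance. The paper describes sequencing of all libraries in a single lane, so a difference between lanes is not at issue. A batch at an earlier step that follows the genotype stays open beside the genotype, since the labels give no batch.

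All 17 shortlisted genes, which the study chose on these libraries, were lower in Ocln-KO, and 1 of the 10 splits gave a camera p as small. Less attached fat in the Ocln-KO samples is a candidate explanation. By the test set before, it went with the data: the adipocyte markers had a median log2 fold change of -2.05, against -1.56 for the shortlist, with all 7 lower (camera adjusted p = 0.00466; fry 0.104; 3 of the 10 splits as small). The adipocyte median was -2.90 without Ocln-KO replicate 1. It was -1.36 without Ocln-KO replicate 3, where that of the shortlist was -1.3. The filter of at least 10 counts in every library left 2 markers, with a median of -0.85. A second test, chosen after those values were seen, argues against fat as the source of the shortlist transcripts: the adipocyte markers lost 13 CPM in sum and the shortlist lost 1040 CPM. The median WT level was 0.997 CPM for the markers and 51.3 CPM for the shortlist, and the most abundant marker, Plin4, had 32.1 CPM and fell little. This compares levels of different genes, which depend on how reads that align to several places were counted, and for shortlisted genes at a few CPM the explanation stays open. The blood transcripts fell as well, by a median of -1.90 (camera adjusted p = 0.00466; fry 0.0837), with 2 of the 10 splits as small; Alas2 fell from 11.5 to 2.9 CPM. Differences in dissection or in blood left in the tissue were not tested.

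A smaller share of the distal epididymis in the Ocln-KO samples might also lower the shortlist. The distal markers had a median log2 fold change of -0.92 over 5 genes, with 4 lower (camera adjusted p = 0.139), and -0.64 without Ocln-KO replicate 3. Crisp1 fell from 14891 to 7852 CPM and Gpx3 from 6018 to 2793 CPM (adjusted p = 0.0855 and 0.037 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fall was smaller than that of the shortlist and rests on few genes, and the paper describes a degenerated cauda, so a smaller distal share and lower expression within it cannot be told apart. The initial segment and caput list as a whole had a median of 0.04 (camera adjusted p = 0.32), and the sperm transcripts, with a median of 0.12 and 8 of 10 higher, had camera's direction as lower and did not pass (camera adjusted p = 0.605). The 8 sperm transcripts became 2 with limma-voom and without Ocln-KO replicate 2.

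Fewer clear cells in the Ocln-KO samples may lower the V-ATPase subunits of Fig. 3. Clear cell markers that the figure does not use had a median log2 fold change of -0.89, against -0.78 for Atp6v1b1, Atp6v1c2 and Atp6v1g3, and all 7 tested were lower (5 with an adjusted p under 0.05, and 0 without WT replicate 1, 2 or 3, where 6, 6 and 5 had an unadjusted p under 0.05; camera adjusted p = 0.000807; fry 0.0246; estimated correlation 0.373). 1 of the 10 splits gave a camera p as small, as for the V-ATPase subunits, where it was also 1 of the 10. Bsnd fell from 7.53 to 0.945 CPM and Foxi1 from 32.7 to 19.2 CPM, while Tfcp2l1, at 163 and 148 CPM, fell little. Of the 7, 2 are themselves V-ATPase subunits. By labelling of B1-V-ATPase, the paper counted fewer clear cells in the Ocln-KO epididymis at puberty and in adults (Fig. 4E). Lower expression in each remaining clear cell would also lower these values and was not tested apart from that loss.

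Ocln-KO replicate 3 lay far from the other Ocln-KO libraries on the first principal component. Its Spearman correlations with Ocln-KO replicates 1 and 2 were 0.969 and 0.975, against 0.983 between those libraries. The chi-square per gene between libraries did not single it out from replicate 2. That measure was 51.5 between replicates 2 and 3, 57.1 between 1 and 2, and 113 between 1 and 3. The total of Ocln-KO replicate 3 was 32776523 counts, more than the other Ocln-KO libraries, which argues against few counts as the cause. Its Ocln level of 14.9 CPM, against 78.8 CPM or more in WT, argues against a mislabelled WT sample. A difference in tissue make-up between samples may remain and was not tested: all 10 sperm transcripts were lower in it than in the other libraries, such as Odf1 at 33.8 CPM against 139 and 135 CPM in the other Ocln-KO libraries. The fit without it gave 330 higher and 368 lower DEGs.

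Cat, which encodes catalase, had 31.5 ± 3.05 CPM in WT and 32.6 ± 5.43 CPM in Ocln-KO (SD, n = 3 each), a log2 fold change of 0.05 (adjusted p = 0.845 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper's result on catalase comes from immunolabelling. Krt14, a basal cell marker, rose by 0.58 on the log2 scale (adjusted p = 0.0276, same test).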
